# Deciphering the genetic regulation of peripheral blood transcriptome in pigs through expression genome-wide association study and allele-specific expression analysis

**DOI:** 10.1186/s12864-017-4354-6

**Published:** 2017-12-13

**Authors:** T. Maroilley, G. Lemonnier, J. Lecardonnel, D. Esquerré, Y. Ramayo-Caldas, M. J. Mercat, C. Rogel-Gaillard, J. Estellé

**Keywords:** Blood, Pig, Transcriptome, eQTL, eGWAS, RNA-Seq, Allele-Specific Expression

## Abstract

**Background:**

Efforts to improve sustainability in livestock production systems have focused on two objectives: investigating the genetic control of immune function as it pertains to robustness and disease resistance, and finding predictive markers for use in breeding programs. In this context, the peripheral blood transcriptome represents an important source of biological information about an individual’s health and immunological status, and has been proposed for use as an intermediate phenotype to measure immune capacity. The objective of this work was to study the genetic architecture of variation in gene expression in the blood of healthy young pigs using two approaches: an expression genome-wide association study (eGWAS) and allele-specific expression (ASE) analysis.

**Results:**

The blood transcriptomes of 60-day-old Large White pigs were analyzed by expression microarrays for eGWAS (242 animals) and by RNA-Seq for ASE analysis (38 animals). Using eGWAS, the expression levels of 1901 genes were found to be associated with expression quantitative trait loci (eQTLs). We recovered 2839 local and 1752 distant associations (Single Nucleotide Polymorphism or SNP located less or more than 1 Mb from expression probe, respectively). ASE analyses confirmed the extensive *cis*-regulation of gene transcription in blood, and revealed allelic imbalance in 2286 SNPs, which affected 763 genes. eQTLs and ASE-genes were widely distributed on all chromosomes. By analyzing mutually overlapping eGWAS results, we were able to describe putative regulatory networks, which were further refined using ASE data. At the functional level, genes with genetically controlled expression that were detected by eGWAS and/or ASE analyses were significantly enriched in biological processes related to RNA processing and immune function. Indeed, numerous distant and local regulatory relationships were detected within the major histocompatibility complex region on chromosome 7, revealing ASE for most class I and II genes.

**Conclusions:**

This study represents, to the best of our knowledge, the first genome-wide map of the genetic control of gene expression in porcine peripheral blood. These results represent an interesting resource for the identification of genetic markers and blood biomarkers associated with variations in immunity traits in pigs, as well as any other complex traits for which blood is an appropriate surrogate tissue.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4354-6) contains supplementary material, which is available to authorized users.

## Background

Modern livestock breeding programs aim to foster sustainability and improve production by selecting animals for health- and environment-related phenotypes. However, complex health traits such as immune capacity, disease resistance, and robustness are difficult to directly measure in living animals. There is a strong need for the identification of intermediate phenotypes that can be used as proxies for these traits. In pigs, data on immune function are regularly obtained by scoring innate and adaptive immunity traits measured in blood and serum (e.g., blood cell counts, specific and non-specific antibodies, and acute phase proteins) or by studying the effect of in vitro stimulation of total blood or leucocytes (e.g., production of chemokines and cytokines, phagocytosis) [1, 2]. We and others have reported that many immunity traits are heritable in swine [1–3]. We have also shown that changes in the peripheral blood transcriptome are correlated to variation in immune traits [4]. In this context, then, peripheral blood appears to be a relevant tissue with which to phenotype immunity traits, as well as a relevant surrogate tissue for the quantification of other physiological traits.

Variation in transcript abundance has been studied as an inherited quantitative trait [5] and association mapping of loci for expression traits has been performed in several species for a wide range of tissues [6]. Indeed, as demonstrated by Schadt et al. [7], characterizing the relationships between DNA sequence and RNA expression is an appropriate step in understanding the links between genotype and phenotype. In the first global analysis of expression quantitative trait loci (eQTLs) conducted in mammals, these authors showed that gene expression traits in mice were connected with complex phenotypes like obesity. eQTLs can control the expression levels of local and/or distant transcripts [8] and are nowadays identified by expression genome-wide association studies (eGWASs). Local and distant associations are often referred to as *cis*- and *trans*-associations and correspond to putative *cis*- and *trans*-regulatory relationships, which act, respectively, in an allele-specific and non-allele-specific manner. Complementarily to gene expression microarrays, an RNA-Seq-based approach provides sequencing data for the detection of both transcript expression levels and single-nucleotide polymorphisms (SNPs). By integrating these two types of data, allele-specific expression (ASE) analyses provide information on the relative expression levels of two alleles of a gene from the same individual, thus targeting *cis-*acting regulation [9]. An approach that combines eGWAS and ASE techniques is highly effective in characterizing candidate genetic variants acting as *cis*- and *trans*-regulators, as has been shown in the mouse for liver [10] and adipose tissue [11].

In humans, results on the genetic control of the blood transcriptome were reported to be robust and reproducible despite possible confounding effects due to variations in white and red cell counts [33]. These results highlighted the utility of blood eQTL mapping for improving the interpretability of GWAS results for complex phenotypes, especially by helping with the prioritization of candidate genes. Similarly, Schramm et al. [31] showed that eQTL analysis of whole blood is reliable and may be used to identify biomarkers and to enhance understanding of the molecular mechanisms underlying associations between genes and disease. Together, all these eQTL data have provided new types of resources and associated databases for the study of relationships between gene expression and phenotype of interest [12].

Few eGWASs have been reported in pigs. Liaubet et al. [13] analyzed gene expression in pig skeletal muscle sampled shortly after slaughtering, and showed an over-representation of genes that encoded proteins involved in processes induced during muscle development and metabolism, cell morphology, stress response, and apoptosis. More recently, eGWASs have been integrated with phenotyping studies in order to identify candidate genes and causative mutations associated with phenotypic variations in several tissues: for example, liver gene expression linked to blood and lipid traits [41], gene expression in *longissimus dorsi* or *gluteus medius* muscles associated with growth, fatness, yield, and meat quality [14–19], and hypothalamus gene expression connected to coping behavior [20].

To our knowledge, no eGWAS of total blood has yet been performed in pigs. In this study, our aim was to build a genome-wide map of the genetic control of gene expression in the blood of 60-day-old Large White pigs by combining eGWAS and ASE results. Such a resource will be valuable for guiding integrated studies of complex phenotypes, as has been demonstrated in studies of humans [12], especially those linked to health and immune response in young pigs, which are prone to be subjected to infection challenges. After detecting the eQTL and ASE effects, we performed*in silico* functional analyses in order to illustrate the usefulness of our data in not only prioritizing candidate blood biomarkers and SNPs associated with immunity and physiological trait variations but also in deciphering the complexity of blood gene transcriptional regulation in pigs.

## Results

### eGWAS revealed numerous cases of local and distant regulation of gene transcription in blood

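Whole-blood RNA of 243 French Large White pigs, all 60 days old, was measured on single-channel Agilent arrays customized for the pig, with 8 arrays on a slide and 1 array per pig. The authors corrected the background with normexp, applied quantile normalization and deposited the values on the log2 scale, after they had kept the probes that lay at least 10% above the negative controls on at least 4 arrays. No value is missing, and the medians of the arrays lie between 5.38 and 5.44 around a median of 5.41 over all values. Pairs of arrays correlated with a median r of 0.968 (from 0.902 to 0.989), and 0 pairs held identical values. The pigs form 1 group, since genotype, sex and batch were not used here, and all 243 entered every value because the paper's text does not name the pig it left out of its 242. The number of arrays limits the precision, and each SD holds differences between pigs together with the error of a single measurement.

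Allele effects, minor allele frequencies (MAF) and q-values are the paper's, from the first 1998 of the 4591 associations of Table S1. They are ordered by the position of the eQTL-SNP, so they cover SSC1 to SSC6 and 141 associations of SSC7, and comprise 1219 local and 779 distant associations of 1569 probes with 1387 eQTL-SNPs. Probes carry the gene names of Table S1, and 568 of the 675 probes identified by a RefSeq accession were named through the RefSeq genes of Sscrofa11.1, which together gave 1417 named genes. Positions are those of Table S1 on Sscrofa10.2. For each association, the size of the allele effect was divided by the SD of its probe over the pigs, and the share of the variance of the probe was taken as 2 x MAF x (1 − MAF) x effect squared over the variance, at Hardy-Weinberg proportions. This share is approximate, since the paper's effects come from a model with batch, sex and kinship, whereas the SDs were not corrected for these. Probes were compared across pigs by Pearson's r and Spearman's rho, with permutation tests in which each probe was shuffled over the pigs. The smallest p that 100000 permutations can give is 1e-05. These tests treat the pigs as exchangeable. Kinship, sex and batch, which the paper's model holds, were not modelled, so the p-values may be too small. The first 5 principal components of the arrays hold 36.0% of the variance, the first alone 13.5%, and correlations were also computed without them.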

We performed an eGWAS by combining expression data from customized single-channel 8X60K Agilent arrays and SNP genotypes from Illumina PorcineSNP60K genotyping chips taken from 242 French Large White pigs. We searched for significant associations between all expressed probes that mapped to a unique position on the Sscrofa10.2 reference genome (39,649 probes from a total of 59,774 expressed probes) and all SNPs on the reference genome that met the quality control threshold (42,234 SNPs from a total of 61,557). For these association analyses, all probes, including those annotated to the same gene, were considered independent.

Overall, we identified 4591 associations, which involved 3195 eQTL-SNPs (see below) and 3419 probes that were retained for further analysis (Fig. 1 and Additional file 1: Table S1). Initially, 48,536 significant associations (FDR < 0.05) were detected between 18,541 SNPs and 3419 expressed probes mapping to an unique genomic position. In order to reduce redundancy in SNPs that was due to linkage disequilibrium, we represented the signals of all associated SNPs that harbored the same effect on probe expression by the most significant SNP in a window of 5 Mb. We used this SNP to represent the eQTL in further analyses and designated it as an eQTL-SNP. From this subset of eQTL-SNPs, 77% of the 3419 associated probes could be assigned to 1901 pig genes. Probe annotation revealed that gene assignment included alignments of sense (1828 genes), antisense (73 genes), or both sense and antisense (244 genes) probe sequences (Additional file 2: Table S2). In addition, 421 probes could not be assigned to any known gene but were found associated with at least one eQTL-SNP.

**Fig. 1:**
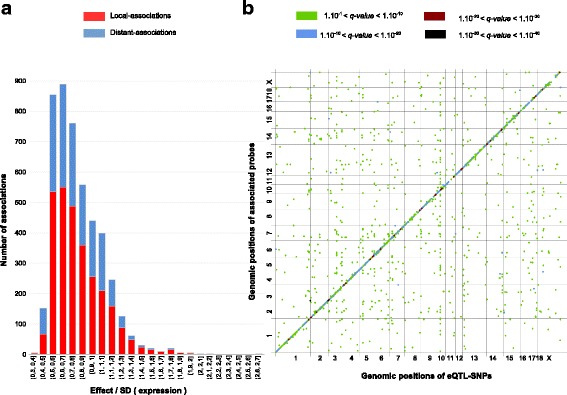
Overview of associations identified by eGWAS. **a**: The distribution of additive effects of local-acting (red bars) or distant-acting (blue bars) eQTL-SNPs. eQTL-SNP effects are expressed as the ratio between the effect of the eQTL-SNP on probe expression and the standard deviation of variation in probe expression. **b**: Genomic locations of expressed probes versus genomic positions of associated eQTL-SNPs. Each significant association is represented by a dot; the color of dots indicates the significance (q-value) of the association (green: 1x10^−1^ < *q* < 1x10^−10^, dark red: 1x10^−10^ < *q* < 1x10^−20^, blue: 1x10^−20^ < *q* < 1x10^−30^, black: 1x10^−30^ < *q* < 1x10^−40^). Dots on the diagonal represent local associations; off-diagonal dots correspond to distant associations

A large majority of eQTL-SNPs (*N* = 2454) was associated with variation in the expression of a single probe. The other 965 eQTL-SNPs were each associated with between two (483 eQTL-SNPs) and 51 probes (one eQTL-SNP) (Table 1). Reciprocally, probes were associated with up to six eQTL-SNPs, although most were linked to only one or two (Table 1).

**Table 1:** Numbers of significant associations between probes and eQTL-SNPs, and vice versa

	Number of associated eQTL-SNPs or probes											
	1	2	3	4	5	6	7	8	9	10	11–51	Total
Probes	2423	839	141	14	1	1						3419
eQTL-SNPs	2454	483	146	44	23	16	7	7	2	4	9	3195

Among all associations, we characterized 2839 as local and 1752 as distant. In local associations, candidate eQTL-SNPs were located within 1 Mb of the start position of the associated probe and were expected to act on that probe’s expression in an allele-specific manner, meaning a *cis*-regulatory action. All other associations were classified as distant associations and the corresponding eQTL-SNPs are referred to as distant eQTL-SNPs, expected to act in *trans* by regulating the associated gene in a non-allele-specific manner. Among the 3195 eQTL-SNPs, 2124 were local and 1187 were distant, while 116 were involved in both local and distant associations. Furthermore, 2407 probes were affected by at least one local eQTL-SNP and 1427 probes by at least one distant eQTL-SNP, with 415 probes associated with at least one local and one distant eQTL-SNP. For 2382 local associations (> 83%), the eQTL-SNP was located less than 500 kb from the start position of the probe, and for a subset of 1334 associations, the eQTL-SNP was within 100 kb of the associated probe.

In order to evaluate the degree of the eQTL-SNP effect with respect to global variation in probe expression, we calculated the ratio of the eQTL-SNP effect to the standard deviation of the expression of its associated probe. The ratio distribution is represented in Fig. 1a and showed that eQTL-SNPs had a wide range of additive effect sizes on the expression variation of associated probes. 

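COX6B1, a subunit of cytochrome c oxidase on SSC6, had both a large and a small ratio among its own probes. Its probe A_72_P303339, which starts at 40559029, had a level of 8.11 ± 0.40 (SD, n = 243 pigs, log2) and a ratio of 1.19 for the local eQTL-SNP DIAS0000839, for which the paper's allele effect is 0.48. Probe A_72_P507113 of the same gene lay at 13.01 ± 0.22 and had a ratio of 0.546 for the local eQTL-SNP ALGA0035258, with the paper's allele effect of −0.12. YIPF1, a membrane protein of the Golgi, was measured at 8.87 ± 0.24 by probe O9291, and its ratio was 1.07 for the local eQTL-SNP DIAS0002369. Over the 1998 associations the ratio ran from 0.456 to 2.69, with quartiles of 0.612 and 0.921. On the scale of variance, the computed share was 71.1% in COX6B1 probe A_72_P303339, 14.9% in probe A_72_P507113 and 12.8% in YIPF1, against a median of 17.4% and a lowest share of 8.66% over all associations. The median share was 0.272 of the variance, in place of 0.174, when the spread was taken after removal of the first 5 principal components.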

The means of local and distant eQTL-SNP effects were significantly different (unilateral Student test <0.05), with local associations showing larger effects. 

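PAFAH2, a platelet-activating factor acetylhydrolase on SSC6, was among the strongest local associations, since its probe A_72_P079376 (6.39 ± 1.31, SD, n = 243, log2) had ratios of 1.95 and 1.86 for ALGA0114557 and MARC0014921, which lie 0.529 and 0.109 Mb from it. Another PAFAH2 probe, A_72_P344188, went the opposite way over the 242 pigs other than SF_0302 (r = −0.700), so these ratios hold for 1 probe and not for the gene. CIDEA, a protein of lipid droplets, led the distant associations of other genes than SIRT3, at 4.46 ± 0.77 and a ratio of 1.80 for DIAS0001755, 4.14 Mb away on the same chromosome. The ratio was 0.806 ± 0.261 (SD) over the 1219 local associations and 0.784 ± 0.232 over the 779 distant ones. This difference of 0.0220 is small beside the spread within either type, and a one-sided permutation test of local larger than distant gave p = 0.0278 (p = 0.0276 with the methods' t-test). Within 4 bins of MAF the difference was 0.105 (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give), whereas it was 0.0209 (p = 0.0624) with the first 5 principal components removed, 0.0187 (p = 0.0805) with 1 association per probe, 0.0183 (p = 0.065) on SSC1 to SSC6, 0.0174 (p = 0.0956) for sense probes with a gene, and −0.131 when the spread was a scaled median absolute deviation. With the paper's effects kept and only the SDs computed again, which does not show what the effects would be, it also fell short of the threshold of 0.05 when any of 8 single pigs was left out, at −0.0109 (p = 0.788) without SF_0302, 0.00712 (p = 0.285) without SF_0405, 0.0143 (p = 0.112) without SF_0258, 0.0153 (p = 0.099) without SF_0077, 0.0154 (p = 0.0963) without SF_0518, 0.0181 (p = 0.0607) without SF_0207, 0.0189 (p = 0.0555) without SF_0157 and 0.0191 (p = 0.0515) without SF_0294.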

Globally, the median ratio was equal to 0.8, meaning that for a majority of associations, the effect of the eQTL-SNP was nearly equal to the standard deviation of the gene probe expression. 

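P4HA1, a subunit of the prolyl hydroxylase that acts on collagen, lay close to this median, at a level of 7.45 ± 0.58 (SD, n = 243, log2) and a ratio of 0.741 for the distant eQTL-SNP MARC0001946. SNX21, a sorting nexin, was below it with a level of 4.94 ± 0.42 and a ratio of 0.685 for the same eQTL-SNP, while CKMT2, a mitochondrial creatine kinase, was above it with 3.67 ± 0.45 and 0.871 for the local eQTL-SNP MARC0086773. The median over the 1998 associations was 0.737, with an SD of 0.00948 over bootstrap samples of the pigs. It lies below the paper's value by more than this SD, but covers only part of the associations, with SDs not corrected for batch and sex.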

For 930 associations, the effect of the eQTL-SNP was larger than the standard deviation (ratio higher than 1; Fig. 1a). 

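EYA3, a transcriptional coactivator with phosphatase activity on SSC6, was measured at 6.59 ± 0.29 (SD, n = 243, log2) and had a ratio of 1.15 for the local eQTL-SNP MARC0006446, 0.00619 Mb from its probe. The paper gives the same q-value (1.18e-06), allele effect (−0.33) and MAF (0.10) for 2 distant eQTL-SNPs of this probe, MARC0007153 and ALGA0101076, which lie 6.24 and 6.28 Mb away. TMEM8A, a transmembrane protein on SSC3, had a level of 9.87 ± 0.24 and a ratio of 1.14, again with equal values for a local and a distant eQTL-SNP. Of the 1998 associations, 378 (18.9%) had a ratio above 1, 239 of them local and 139 distant. Their median MAF was 0.12, against 0.31 for the other associations. At a given share of variance a lower MAF needs a larger ratio, so the choice of significant associations gives such a contrast by itself. Equal q-value, effect and MAF for several eQTL-SNPs of 1 probe occurred in 57 groups, of which 5 joined local and distant eQTL-SNPs, all on the chromosome of the probe.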

In eight extreme cases, the effect was at least two times higher than the standard deviation of gene expression. 

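DET1, a component of a ubiquitin ligase complex on SSC1, reached ratios of 2.19 and 2.15 with its probes O11352 (8.34 ± 0.39, SD, n = 243, log2) and A_72_P058856 (8.71 ± 0.40) for the local eQTL-SNP H3GA0003484, whose MAF is 0.05 in the paper. EHD1, which acts in endocytic recycling, had a ratio of 2.04 for MARC0023230 on SSC2, at 8.81 ± 0.47. Among the 1998 associations, 6 had a ratio of at least 2, from 5 probes of 4 genes, these and SIRT3 among them. SIRT3 is the name in Table S1, while the paper's text names IFITM2 for the association with the lowest q-value. All 6 stayed at 2 or more whichever pig was left out, and the number of such associations rose to 17 without pig SF_0302, 12 without SF_0405, 10 without SF_0258 and was at most 9 without any other pig, but only the SDs were computed without the pig while the effects stay the paper's, so a pig far from the others lowers these ratios by construction.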

The most extreme association had a ratio of 2.68; this involved the *IFITM2* gene on SSC2 and was also the most significant association found by eGWAS (q-value = 1.25 × 10^−39^).

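Table S1 gives the association with this q-value to SIRT3, a mitochondrial deacetylase that depends on NAD, for the probe A_72_P402708, which starts at 162097426 on SSC2 of Sscrofa10.2. Its level was 10.18 ± 1.83 (SD, n = 243, log2) and ran from 8.60 to 15.57. With the paper's allele effect of 4.91 at a MAF of 0.08, its ratio was 2.69, both for the local eQTL-SNP ASGA0106410, 0.00938 Mb away, and for the distant ASGA0097367, which lies at the other end of the chromosome at 365309. The second SIRT3 probe, O5220, was measured at 9.39 ± 0.29 and had a ratio of 1.36 for the same eQTL-SNPs, with the paper's allele effect of 0.39 and q-value of 1.45e-07. The share of variance came to 106.5% for probe A_72_P402708, the only probe of the 1569 above 100%, and to 27.2% for probe O5220. No true share can exceed 100%, so the computed share is too high for this probe, and other high shares may be too. The paper's text gives this q-value to IFITM2, so which gene probe A_72_P402708 measures stays in doubt. No probe was analysed under the name IFITM2.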

The analysis of eQTL genomic locations revealed that both local and distant associations were widely distributed on all chromosomes, although there were significant inter-chromosomal differences in the density of eGWAS signals (Fig. 2a to d). Chromosomes SSC1, SSC8, SSC11, SSC13, SSC15, and SSC16 had significantly lower proportions of eQTL-SNPs than the genome as a whole, while SSC4, SSC7, SSC12, and SSC14 were relatively enriched in eQTL-SNPs (one-sided Fisher <0.05). In addition, the relative proportions of local, distant, and local / distant eQTL-SNPs differed among chromosomes, especially on SSC1, SSC7, SSC12, and SSC15 (Chi^2^ < 0.05). We also observed that the relative percentage of associated genes varied among chromosomes (Fig. 2c). In particular, SSC1, SSC3, SSC6, and SSCX had lower percentages of associated genes than the genome as a whole (Fisher <0.05), while SSC7, SSC10, and SSC14 were found to be enriched in associated genes (Fisher <0.05). We also observed inter-chromosomal variation in the percentage of genes associated with local, distant, or local + distant eQTL-SNPs, as represented in Fig. 2d. In particular, SSC6, SSC12, SSC14, and SSCX presented a significantly different ratio between local- and distant-associated genes (Chi^2^ < 0.05) in comparison to the proportion in the whole genome (Additional file 3: Figure S1). From these results, we targeted a subset of the most promising regions and networks, according to their level of significance and connectivity or their relevance to immune response, for further analyses.

**Fig. 2:**
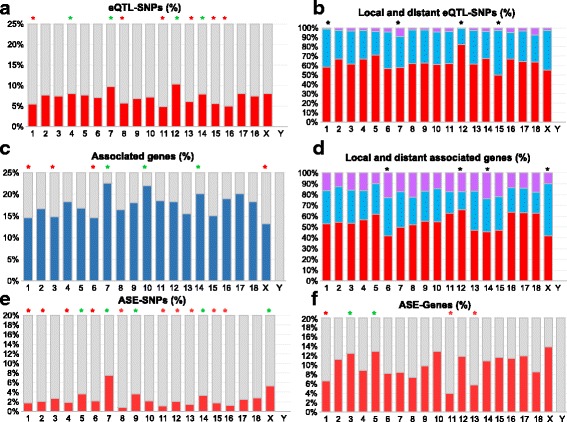
Genome-wide distribution of associations identified by eGWAS (A-D), and ASE-SNPs or -genes (E-F). **a**: Per-chromosome percentage of eQTL-SNPs detected by eGWAS (red) in the larger SNP set. **b**: Relative proportions of SNPs that were detected as local-acting (red), distant-acting (blue) or both local- and distant-acting (purple) eQTL-SNPs by eGWAS. **c**: Per-chromosome percentage of genes whose transcription levels were linked to eQTL-SNPs. This percentage was calculated from the whole set of genes detected as expressed in blood. **d**: Percentages of genes associated with local-acting (red), distant-acting (blue) or both local- and distant-acting (purple) eQTL-SNPs. **e**: Per-chromosome percentage of ASE-SNPs of the whole set of 80,939 heterozygous SNPs in the group of 38 pigs included in the ASE analysis. **f**: Per-chromosome percentage of genes harboring at least one ASE-SNP in the set of genes with heterozygous SNPs in the group of 38 pigs

### ASE analysis confirmed extensive *cis*-regulation of gene expression in blood and revealed additional *cis*-regulatory events

ASE analysis was performed on whole-blood RNA-Seq data from a group of 38 Large White pigs. We found 12,811 Ensembl genes (release 82) expressed in blood; of these, 9501 were assigned a HUGO gene symbol. To be considered expressed, a gene had to be represented by a minimum of 10 reads in at least one sample. Since genome re-sequencing of the 38 pigs was not available, SNP identification was carried out using the RNA-Seq data. Thus, this analysis only detected SNPs with different expressed alleles in the samples included in the ASE study, and was not able to detect silencing events.

After SNP calling on RNA-Seq reads, 82,419 SNPs met the quality control criteria, including 71,365 (86.2%) SNPs already known in the dbSNP database. Among these SNPs, 80,939 were heterozygous in at least one of the 38 samples, and 86.3% of these were already known in dbSNP. Overall, 6824 genes were expressed and overlapped with at least one heterozygous SNP in one individual, and were thus detectable as affected by ASE.

From our analysis, 2286 SNPs showed allelic imbalance (Additional file 4: Table S3). These SNPs were further referred to as ASE-SNPs. Of these, 63.5% had already been described in dbSNP (1452 SNPs). They overlapped 1312 transcripts and 989 Ensembl (release 82) annotated genes, of which 763 had a gene symbol and could be further explored with functional enrichment analysis. Overall, these *cis-*regulated genes represented roughly 11% of all expressed genes that overlapped at least one heterozygous SNP. The genome localization of ASE-SNPs revealed that the candidate *cis*-regulated genes were widely distributed along chromosomes, with a great deal of inter-chromosomal variability. Specifically, enrichment in ASE-SNPs was detected on SSC5, SSC7, SSC9, SSC14, and SSCX, with the highest levels found on SSC7 (Fig. 2e). In addition, SSC1, SSC11, and SSC13 were significantly depleted in genes affected by ASE-SNPs, while SSC3 and SSC5 were significantly enriched (Fig. 2f, one-sided Fisher <0.05). The distribution of ASE-SNPs along each chromosome was not homogeneous (Additional file 5: Figure S2).

In total, 149 genes were detected by both the eGWAS and ASE analysis (Additional file 4: Table S3); this corresponded to 7% of the associated genes found by eGWAS, 20% of genes affected by ASE, and 2.7% of all genes detected by both approaches. Among these 149 genes, 109 were represented by a sense-probe and associated with a local eQTL-SNP by eGWAS. This result provided validation of the genetic *cis-*regulation of these genes. Fifty-two genes that were affected by ASE were also found by eGWAS to be associated with a distant eQTL-SNP, and of these, 16 had a distant association with an eQTL-SNP on another chromosome. These 16 genes were thus candidates for being both *cis-* and *trans*-regulators.

### Functional annotation of eQTL-SNPs, ASE-SNPs, and candidate regulated genes

The effects of eQTL-SNPs and ASE-SNPs were predicted using the Variant Effect Predictor (VEP) [21] and are summarized in Table 2. Of the eQTL-SNPs, 50.5% and 34% corresponded to intergenic and intronic variants, respectively. However, there were significantly fewer intergenic variants among eQTL-SNPs than in the SNP set as a whole (*i.e*. all SNPs that met QC criteria), while the opposite was true for intronic variants. With the ASE analysis, we observed that a majority of the detected SNPs with allelic imbalances corresponded to 3’UTR (24.5%), missense (23.6%), or synonymous (18.1%) variants.

**Table 2:** Summary of the effects of SNPs identified by eGWAS and ASE, and their relative proportions in the larger population of a given SNP category (%)

SNP effects	eGWAS			ASE
	QC-SNPs^a^	eQTL-SNPs	*P*-values^b^	ASE-SNPs
3’UTR variant	274 (0.65%)	47 (1.47%)	1.71 × 10^−6^*	560 (24.5%)
5’UTR variant	51 (0.12%)	5 (0.16%)	5.95 × 10^−1^	51 (2.2%)
Downstream gene variant	1278 (3%)	150 (4.7%)	9.03 × 10^−7^*	125 (5.5%)
Intergenic variant	27,211 (64.7%)	1606 (50.5%)	4 × 10^−56^*	150 (6.6%)
Intronic variant	10,893 (25.9%)	1083 (34%)	1.4 × 10^−22^*	209 (9.1%)
Missense variant	187 (0.44%)	28 (0.87%)	1.79 × 10^−3^*	539 (23.6%)
Non-coding exon variant	18 (0.04%)	3 (0.09%)	1.80 × 10^−1^	127 (5.6%)
Splice region variant	68 (0.16%)	7 (0.21%)	3.70 × 10^−1^	14 (0.6%)
Stop lost	7 (0.016%)	1 (0.03%)	4.42 × 10^−1^	5 (0.2%)
Stop retained variant	16 (0.038%)	4 (0.13%)	4.78 × 10^−2^*	1 (0.04%)
Synonymous variant	553 (1.31%)	68 (1.19%)	3.45 × 10^−4^*	414 (18.1%)
Upstream gene variant	1526 (3.63%)	182 (5.7%)	1.92 × 10^−8^*	51 (2.2%)
Mature miRNA variant	1 (0.002%)	0		1 (0.04%)
Splice acceptor variant	1 (0.002%)	0		10 (0.4%)
Stop gained	5 (0.012%)	0		17 (0.7%)
Splice donor variant				12 (0.5%)

^a^SNPs that met QC criteria

^b^ *P*-values for a Fisher test. For *P* < 0.05, the proportion of the SNP effect is significantly different between that of SNPs that passed the QC and that of eQTL-SNPs. Significant differences are labeled by a *

In order to explore whether the genetic control of gene expression in blood has an impact on specific biological pathways, we performed a functional enrichment analysis of the genes associated with local and/or distant eQTL-SNPs (Fig. 3a) and genes that contained an ASE-SNP (Fig. 3b). This analysis was carried out by first converting the pig gene lists into human gene lists using Biomart [22], in order to upload them into the GOrilla tool [23] to identify and visualize enriched gene ontology (GO) terms. For both eGWAS and ASE approaches, the top 20 most-enriched biological functions are presented in Fig. 3, with the full lists for eQTL in Additional files 6, 7 and 8: Tables S4, S5 and S6 and for ASE in Additional file 9: Table S7.

**Fig. 3:**
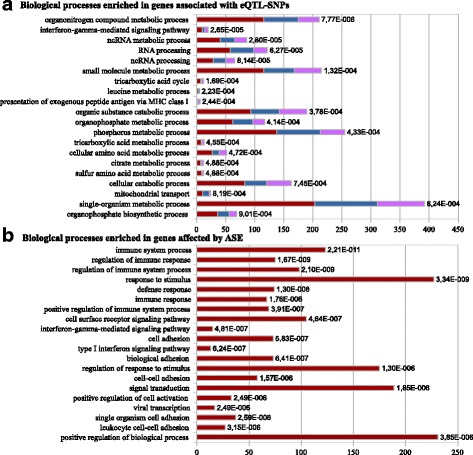
Biological processes enriched in genes associated with eQTL-SNPs (**a**) and/or affected by ASE (**b**). **a**: The top 20 biological processes enriched in genes associated with eQTL-SNPs by eGWAS. Horizontal bars represent the number of associated genes per biological process, with the corresponding q-values. Bars were split in order to represent the respective numbers of local-associated genes (dark red), distant-associated genes (blue), and local + distant-associated genes (purple). **b**: Biological processes enriched in genes affected by ASE. The horizontal bars represent the number of ASE-genes involved in each biological process, with the corresponding q-values. The two enrichment analyses were performed with the GOrilla tool

Among the top 20 most-significant biological processes that were enriched among genes associated by eGWAS with local and/or distant eQTL-SNPs (Fig. 3a), 12 were related to metabolic and catabolic processes and three to RNA processing (RNA and non-coding RNA). Other significantly enriched processes included the tri-carboxylic acid cycle, the cellular catabolic process, mitochondrial transport, and the organophosphate biosynthetic process. The two immunity-related functions on the list involved the "interferon-gamma-mediated signaling pathway" and the “presentation of exogenous peptide antigen via MHC class I, TAP-independent”, which was also among the top 20 enriched processes in the ASE analysis (Additional file 9: Table S7). In order to prevent bias in the enrichment analysis due to the inclusion of both local and distant associations, we also performed a separate enrichment study for each association type (Additional files 7 and 8: Tables S5 and S6, Fig. 3a). There were 18 GO terms enriched among genes that were associated with distant eQTL-SNPs, while 7 terms appeared on the list generated by an analysis of genes linked to local eQTL-SNPs. The only function present in both lists was the ncRNA metabolic process. No immunity-related functions were shared by both local and distant associations; instead, the “interferon-gamma-mediated signaling pathway” was enriched in local-associated genes and the “antigen processing and presentation of exogenous peptide antigen via MHC class I” function was identified only by combining all data. Three biological processes related to RNA processing were enriched among distant-associated genes. Overall, although a few processes were shared between genes associated with local or distant eQTL-SNPs, for the most part, the two groups of genes seemed to be involved in different biological pathways (Additional files 7 and 8: Tables S5 and S6 and Additional file 10: Figure S3). The high degree of overlap in enriched GO terms between the global analysis and the local-associated genes could be mostly due to the over-representation in the former analysis of genes associated with local eQTL-SNPs.

The genes that overlapped ASE-SNPs were significantly linked to a much higher number of biological functions than that identified from eGWAS data (Additional file 9: Table S7). In total, the ASE-genes corresponded to 105 enriched functions, with many of these related to immunity. Indeed, the top function listed among the 20 most-significant biological processes (Fig. 3b) was the immune system process (GO:0002376), followed by 12 other processes associated with immunity and defense, response to stimulus, or viral transcription, and 5 processes associated with adhesion and signaling pathways, which included both type I interferon and interferon-gamma-mediated signaling pathways. In addition, *cis*-regulated genes revealed by the ASE analysis were also found to be enriched for processes related to translational initiation (GO:0006413), nuclear-transcribed mRNA catabolic process nonsense-mediated decay (GO:0000184), and regulation of translation (GO:0006417), which could all be linked to the genetic control of gene expression, especially by master regulators. Two functions linked to heme metabolism and biosynthesis were also significantly enriched among the *cis-*regulated ASE genes (GO:0006783: “Heme biosynthetic process”, GO:0006783: “Heme metabolic process”), which is unsurprising for genes expressed in blood. Only two GO functions were shared between the list based on ASE genes and that produced using the eGWAS approach (Additional file 10: Figure S3): the "interferon-gamma-mediated signaling pathway" (GO:0060333) and “antigen processing and presentation of exogenous peptide antigen via MHC class I, TAP-independent” (GO:0002480).

### Construction of association networks revealed that genes are functionally linked and under shared genetic control

Since several eQTL-SNPs were associated with variation in the expression of more than one gene, and many genes were also linked to more than one eQTL-SNP (Table 1), we were able to construct potential regulatory networks by overlapping the eQTL signals. The whole set of SNP-probe associations was visualized in Cytoscape v3.2.1 [24], which identified 831 independent networks involving more than two nodes (Table 3). A network of three nodes represented either two eQTL-SNPs associated with the same gene or two genes associated with the same eQTL-SNP. Most networks were simple (655 consisted of one eQTL-SNP affecting several genes). When all networks were taken together, nodes had on average 1.5 neighbors, and we found 329 multi-edge node pairs, which represented associations between a single eQTL-SNP and multiple probes assigned to the same gene.

**Table 3:** Number and size of putative regulatory networks constructed from eGWAS-based associations

Number of nodes per network	3	4	5	6	7	8–154	Total
Number of networks	488	166	73	42	13	41	831

The largest network (Fig. 4a) was centered on eQTL-SNP rs81422644 (H3GA0029721), which mapped onto SSC10 at 30,039,892 bp (Additional file 1: Table S1). This eQTL-SNP was associated with the distant regulation of transcription in 51 probes, which were annotated to 47 distinct genes (three probes could not be annotated to any known porcine genes and for the *LNPEP* gene there were two probes). These 47 genes were widely distributed on all chromosomes, with the exception of SSC3 and SSCY (Additional file 11: Figure S4A). Using the R package PCIT [25], we applied the Partial Correlation and Information Theory algorithm [26] on expression correlations; this showed that variations in transcription levels of these genes were positively correlated regardless of SNP genotype (average correlation coefficient = 0.75; Additional file 11: Figure S4B). These analyses suggested that the 47 genes are genetically controlled by a common regulator in close vicinity to eQTL-SNP rs81422644. However, only two individuals in our analyses were homozygous for the alternative allele of this eQTL-SNP, which means that this potentially interesting master regulatory SNP must be confirmed using another pig population in which this allele is present at a higher minimum allele frequency (MAF).

**Fig. 4:**
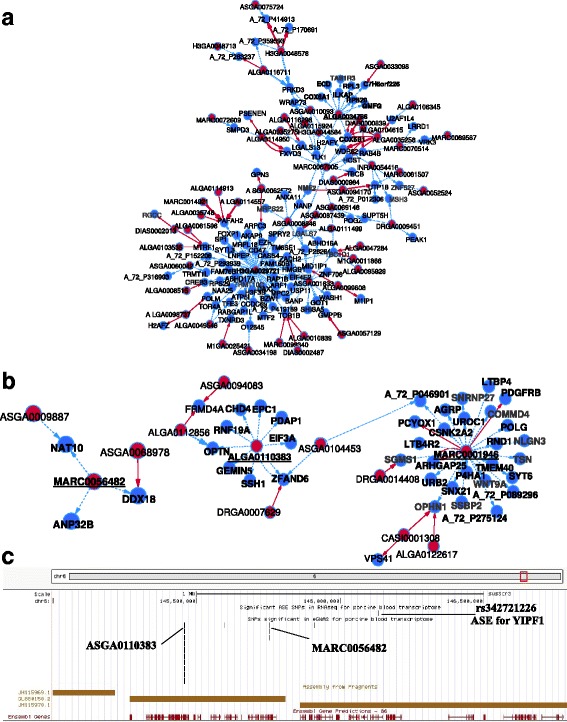
Visualization of association networks revealed by eGWAS (**a**, **b**) and links with ASE (**c**). Association networks were constructed based on multiple associations between eQTL-SNPs or genes, and were visualized by Cytoscapev3.2.1. eQTL-SNPs and genes are represented by red and blue dots, respectively. Associations are depicted with directed edges (oriented arrows) to show regulation by the eQTL-SNP genotype on gene transcription and not the reverse. Local associations are drawn with red arrows and distant associations with blue dotted arrows. All nodes correspond either to a gene or an eQTL-SNP, with the names indicated. Names in bold are further described in the results. **a**: The biggest association network drawn in this study comprises 154 nodes (eQTL-SNPs or genes). It is centered on two eQTL-SNPs: H3GA0029721 (rs81422644), which was distant-associated with 51 probes representing 47 genes, and ALGA0034786 (rs81393122). **b**: Visualization of the association networks centered on eQTL-SNPs MARC0001946, ALGA0110383, and MARC0056482. **c**: Map of a segment of SSC6 that comprises the ASE-SNP rs242721226 and the eQTL-SNPs ALGA0110383 and MARC0056482. The distances between the position of ASE-SNP rs342721226 and the eQTL-SNPs ALGA0110383 and MARC0056482 are 676 and 381 Kb, respectively

This large network was connected to another network that was centered around eQTL-SNP rs81393122 (ALGA0034786), which was located on SSC6 at 19,761,160 bp (Additional file 1: Table S1). This eQTL-SNP was linked to the distant regulation of 11 probes, annotated for ten genes on six distinct chromosomes (Fig. 5a, Additional file 1: Table S1): ribosomal protein L3 **(** *RPL3*), ribosomal protein S20 (*RPS20*), cytochrome c oxidase subunit Vib polypeptide 1 (*COX6B1*), cytochrome c oxidase subunit VIa polypeptide 1 (*COX6A1*), non-metastatic cells 2 protein (*NME2*), taste receptor, type 1, member 3 (*TAS1R3*), integrin-linked kinase-associated serine/threonine phosphatase (*ILKAP*), glia maturation factor gamma (*GMFG*), uncharacterized protein C7H6orf226, and ecdysoneless cell cycle regulator (*ECD*). PCIT analysis revealed positive correlations among transcription variations in the 11 probes, with an average correlation coefficient of 0.61 (Fig. 5b). 

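RPS20 and RPL3, proteins of the small and the large ribosomal subunit, COX6A1 and COX6B1 of cytochrome c oxidase, and an antisense probe of NME2, a nucleoside diphosphate kinase, rose and fell together from pig to pig. The closest pair of different genes was NME2 and RPL3 (r = 0.847), the pair of RPS20 probes reached 0.970, and COX6B1 with TAS1R3, a taste receptor subunit measured by an antisense probe, had the lowest value (0.383). COX6B1 correlated with COX6A1 at r = 0.657 (rho = 0.650, r = 0.643 without the 2 pigs farthest from the median) and with RPL3 at r = 0.635 (rho = 0.629, r = 0.623 without 2 pigs), each with permutation p = 1e-05, also after Benjamini-Hochberg adjustment over 5 such pairs. Over the 55 pairs of the 11 probes, the mean r was 0.611 with a bootstrap SD of 0.0233 (mean rho 0.601, 0.596 without the 2 farthest pigs, two-sided permutation p = 1e-05 for r and for rho, also when adjusted over the 4 network means), and PCIT kept all 55. By comparison, 10000 random sets of 11 probes at matched levels had a mean r of 0.0330 and never exceeded 0.440. The 11 probes were chosen for 1 eQTL-SNP with effects in 1 direction, which tends to give a positive r. Neither the permutations nor the random sets take this choice into account. The score of the network, the mean z-score of its probes, moved with the mean score of 4 other ribosomal protein genes at r = 0.818 (rho = 0.785, 0.812 without 2 pigs), with that of the cytotoxic list (KLRG1, KLRK1 and CD8A) at r = 0.546 (rho = 0.524, 0.541 without 2 pigs) and with that of the platelet list (PPBP, ITGA2B, ITGB3 and SELP) at r = −0.479 (rho = −0.465, −0.459 without 2 pigs), each with p = 1e-05, adjusted to 2.5e-05 for r and 2.31e-05 for rho over 30 pairs of networks and lists. The mean r of the probes was 0.351 with the first 5 principal components removed and 0.152 with the first 20 removed, both above 0 (p = 0.0001, the smallest that 10000 permutations can give), and 0.513 after regression on the scores of the cell type lists, and the relations of the network with the ribosomal, cytotoxic and platelet lists were 0.554 (p = 0.0001), 0.100 (p = 0.118) and −0.103 (p = 0.109) without the first 5 components. That with the T cell list was 0.192 (p = 0.00255, adjusted p = 0.00364, rho = 0.212, p = 0.00085, adjusted p = 0.00148, 0.197 without 2 pigs) and 0.380 (p = 0.0001) without these components.

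**Figure D1:**
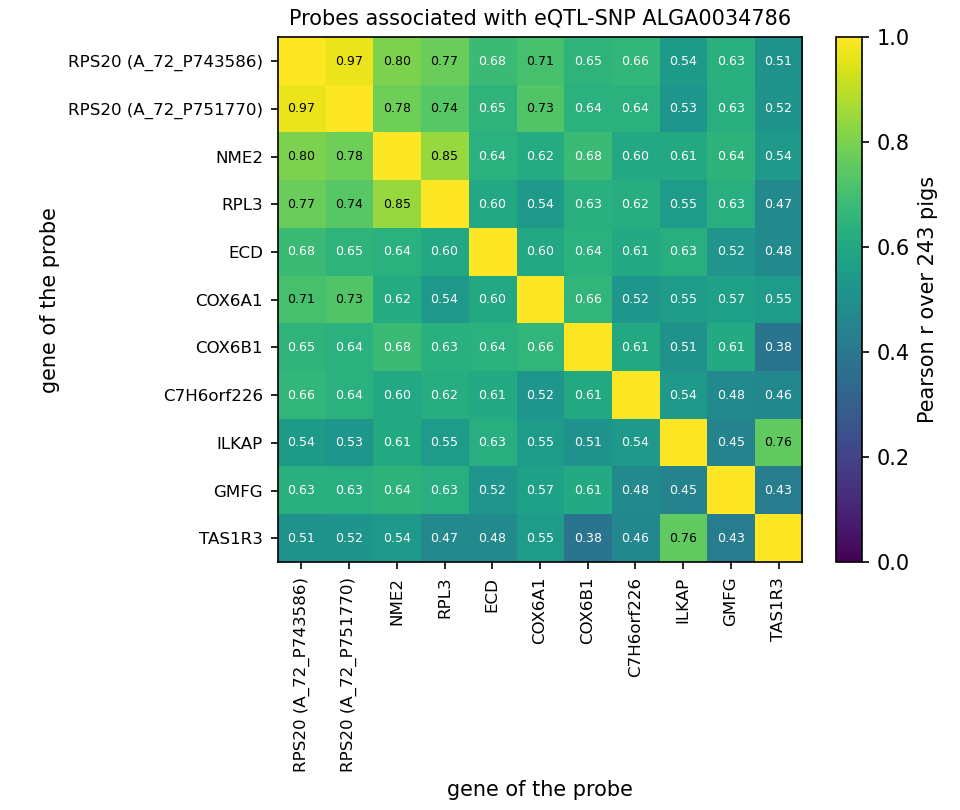
Pearson's r across 243 pigs between the 11 probes of the network around ALGA0034786, with genes on both axes and colour for r. All 55 pairs are positive, from 0.383 for COX6B1 with TAS1R3 to 0.970 for the pair of RPS20 probes.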

We also observed that this eQTL-SNP genotype affected the transcription of the ten genes in the same direction (Fig. 5c). 

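In the paper's Table S1 the allele effects are negative for all 11 probes, from −0.20 and −0.19 for the RPS20 probes to −0.13 for ECD, a regulator of cell cycle and splicing, and C7H6orf226. Set against levels of 16.55 ± 0.32 and 16.46 ± 0.29 for RPS20 and of 9.06 ± 0.21 for ECD (SD, n = 243, log2), these effects are a similar part of the spread. RPL3 (15.32 ± 0.27), COX6A1 (14.40 ± 0.25), GMFG (13.81 ± 0.27), an actin regulator of blood cells, NME2 (13.43 ± 0.27), COX6B1 probe A_72_P211467 (13.19 ± 0.22) and ILKAP (12.20 ± 0.24), a protein phosphatase, also have negative effects. The ratios ran from 0.594 for ILKAP to 0.648 for RPS20, and the shares of variance from 10.9% to 12.9%. The 11 probes map to 7 chromosomes, none within 1 Mb of the eQTL-SNP, and those of NME2 and TAS1R3 are antisense. From effects, MAF and SDs, the eQTL-SNP itself would give these probes a mean r of 0.120, or 19.7% of the value observed.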

Strikingly, nine of the ten associated genes were included in a unique IPA-predicted network related to the functions “cellular assembly and organization”, “cell death and survival”, “endocrine system disorders” (Fig. 5d). One of the most significant associations in the network was with the gene *COX6B1* (Fig. 5e).

**Fig. 5:**
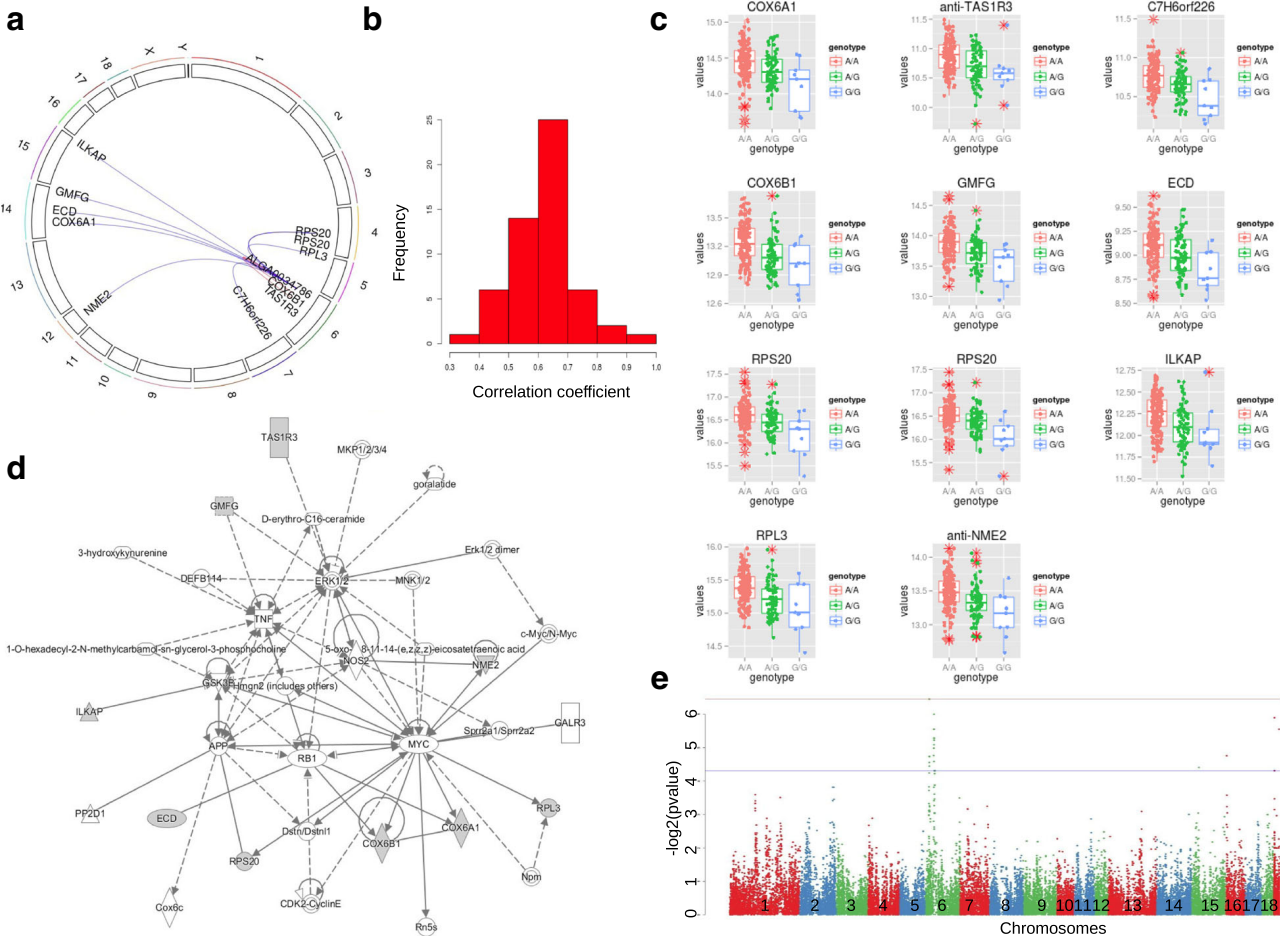
Detailed analysis of the association network centered on eQTL-SNP ALGA0034786 on SSC6. **a**: Circo plot produced by R package RCirco which maps eQTL-SNPs and associated genes according to their genomic positions. Links in red correspond to associations between the eQTL-SNP ALGA0034786 and genes mapping to SSC6, and links in blue represent associations with genes on other chromosomes. **b**: The distribution of all (grey) and significant (red) correlation coefficients calculated from pairwise comparisons of expression variation in probes associated with ALGA0034786, performed by PCIT. Red areas of the histogram correspond to coefficient correlations involving significant edges, as determined by PCIT, and gray areas represent non-significant edges. **c**: Boxplots of expression variations in probes annotated for porcine genes, depending on the eQTL-SNP genotype. Each dot represents one animal. Pink dots correspond to pigs homozygous for the most-frequent allele (genotype A/A), green dots to heterozygous pigs (genotype A/G), and blue dots to animals homozygous for the less-frequent allele (genotype G/G). **d**: Ingenuity Pathway Analysis of the genes included in the association network. The functional network comprised nine of the ten genes that were distant-associated to eQTL-SNP ALGA0034786. The symbols of these nine genes are colored in gray. The IPA-drawn network revealed functions linked to “cellular assembly and organization”, “cell death and survival”, and “endocrine system disorder”. **e**: eGWAS results for probe A_72_P211467, which was annotated for the gene *COX6B1*, visualized with a Manhattan plot. The association peak on SSC6 corresponds to the eQTL represented by eQTL-SNP ALGA0034786. The red horizontal line corresponds to an FDR threshold <0.01 and the horizontal blue line to an FDR threshold <0.05

As represented in Fig. 4b and c, a candidate master regulatory SNP (rs81288717, or MARC0001946) was detected in an intergenic hotspot on SSC3, at 76,408,626 bp (Additional file 1: Table S1). This eQTL-SNP was associated with the distant-regulation of transcription variation in 26 genes, distributed on 14 different chromosomes (Additional file 12: Figure S5A). The eQTL-SNP genotype affected the transcription of the 26 genes in different directions, but with additive effects. 

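The 3 probes with a negative allele effect belong to ARHGAP25, a GTPase-activating protein of blood cells (−0.23 and −0.24), and PCYOX1, a prenylcysteine oxidase (−0.29), and all lie within 1 Mb of MARC0001946 on SSC3. The other 24 effects are positive and reach 0.68 for an antisense probe of WNT9A, a secreted Wnt ligand on SSC2, 0.56 for PDGFRB, a growth factor receptor, and 0.50 for SNRNP27, a local gene of the spliceosome also measured by an antisense probe. The WNT9A probe was measured at 6.12 ± 0.97 (SD, n = 243, log2), PDGFRB at 5.11 ± 0.78, SNRNP27 at 6.66 ± 0.71 and PCYOX1 at 6.45 ± 0.37. In all, 27 probes of 23 named genes and 3 probes without annotation carry this eQTL-SNP in Table S1, on 14 chromosomes, 4 of them local and 23 distant, and 9 are antisense. The ratios of effect to SD had a median of 0.710 and a maximum of 0.864, for ARHGAP25 probe A_72_P331833.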

As an example, allele G was associated with increased transcription of the gene *UROC1*, but with decreased transcription of the gene *ARHGAP2* (Additional file 12: Figure S5B). 

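UROC1, an enzyme of histidine breakdown on SSC7, was measured at 4.61 ± 0.57 (SD, n = 243, log2) and ran from 3.48 to 7.14 between pigs. This signal is low, below the median level of 5.37 over all probes. The gene with the opposite direction is listed in Table S1 as ARHGAP25, whose probe O403 lay at 11.11 ± 0.27 and probe A_72_P331833 at 11.09 ± 0.28. Pigs with a higher UROC1 signal had a lower ARHGAP25 signal, with r = −0.481 for probe O403 (rho = −0.421, r = −0.442 without the 2 pigs farthest from the median) and r = −0.484 for the other probe (rho = −0.446, −0.455 without 2 pigs). Probes chosen for opposite effects of 1 eQTL-SNP tend to a negative r by that choice. The mean r of all such opposite pairs of this eQTL-SNP was 0.0688 with the first 5 principal components removed. The pair of ARHGAP25 probes followed each other at r = 0.961 (rho = 0.946, 0.958 without 2 pigs). Each p was 1e-05, for r and for rho, also when adjusted over the 5 pairs of named genes tested. The paper's effects are 0.41 for UROC1 (q = 0.0124) and −0.23 for ARHGAP25 probe O403 (q = 0.000119).

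**Figure D2:**
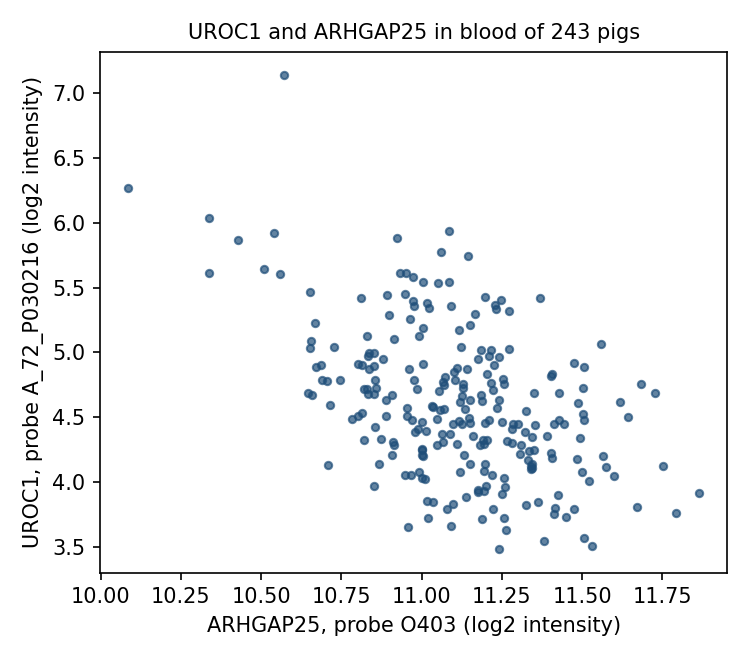
Log2 level of UROC1 (probe A_72_P030216, y axis) against ARHGAP25 (probe O403, x axis), 1 point per pig, n = 243. UROC1 runs from 3.48 to 7.14 and falls as ARHGAP25 rises, with r = −0.481.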

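SGMS1, a sphingomyelin synthase, COMMD4 and SNRNP27 of the MARC0001946 network varied closely together, with r = 0.894 between SGMS1 and COMMD4 and 0.882 between SGMS1 and SNRNP27, all on antisense probes. The probe of NLGN3, a neuroligin, also antisense, went the opposite way to ARHGAP25, with r = −0.574 for its probe A_72_P331833. The 279 pairs whose effects share a direction all had a positive r, with a mean of 0.741 and a bootstrap SD of 0.0194 (mean rho 0.708, 0.723 without the 2 farthest pigs), and PCIT kept each of them. The 72 pairs of opposite effects, which set ARHGAP25 and PCYOX1 against the others, all had a negative r, with a mean of −0.448 and a bootstrap SD of 0.0355 (mean rho −0.419, −0.425 without the 2 farthest pigs), and 70 of them passed PCIT. Both means gave a two-sided permutation p of 1e-05 for r and for rho, also when adjusted over the 4 network means, and lay beyond random sets at matched levels, which stayed between −0.0269 and 0.128 for the first and between −0.203 and 0.176 for the second. Probes chosen for 1 eQTL-SNP and parted by its effects tend to these signs by that choice. Neither the permutations nor the random sets take it into account, so they describe the means only. The 24 probes of positive effect had signals from 4.61 (UROC1) to 7.53 (CSNK2A2), several of them below the median of 5.37 over all probes. The ARHGAP25 probes lay at 11.11 and 11.09, and PCYOX1 at 6.45. Whether low signal adds to the shared variation was not tested beyond the matched levels of the random sets. The eQTL-SNP itself would give means of 0.127 and −0.149. With the first 5 principal components removed, the positive pairs had a mean of 0.471 and the opposite pairs turned to 0.0688 (p = 0.0001), and with the first 20 removed the means were 0.157 and −0.0602, while regression on the scores of the cell type lists left 0.644 and −0.348.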

Complementarily, PCIT analysis revealed that transcription variations in these 26 genes were strongly correlated, either positively (average correlation coefficient = 0.74) or negatively (average correlation coefficient = 0.47) (Additional file 12: Figure S5C). IPA highlighted that the 26 genes could be included in three different networks associated with immunity-related processes: ten genes were linked to “cellular development, hematological system development and function, hematopoiesis”, nine genes to “inflammatory response, cell signaling, molecular transport”, and five genes to “developmental disorder, hereditary disorder, organismal injury and abnormalities” (Additional file 12: Figure S5D). Thus, eQTL-SNP rs81288717 could be an interesting candidate genetic marker for the regulation of immunity-related genes in blood, but further work is needed to identify the causal genetic variant.

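In pigs with a high score of this network, the mean z-score of its probes with those of negative effect turned in sign, the mean score of 6 ribosomal protein genes, among them RPSA, RPS13 and RPL3, was low, with r = −0.564 (rho = −0.527, −0.529 without the 2 farthest pigs). The score of the immediate early list (JUN, NFKBIA and CXCL8, of which CXCL8 had r = 0.0456 with the mean of the other two) went the same way (r = −0.484, rho = −0.486, −0.492 without 2 pigs), as did the scores of the cytotoxic list (r = −0.395, rho = −0.410, −0.394 without 2 pigs) and of the T cell list of CD3D, CD3E, CD3G and CD2 (r = −0.379, rho = −0.463, −0.376 without 2 pigs). The score of the platelet list rose with it (r = 0.362, rho = 0.394, 0.348 without 2 pigs), each of these with p = 1e-05, adjusted to 2.5e-05 for r and 2.31e-05 for rho over the 30 pairs of networks and lists. The score of the neutrophil list also rose with it (r = 0.268, p = 3e-05, adjusted p = 6.92e-05, rho = 0.320, p = 1e-05, adjusted p = 2.31e-05, 0.309 without 2 pigs) and that of the monocyte list fell (r = −0.208, p = 0.00115, adjusted p = 0.00178, rho = −0.211, p = 0.00089, adjusted p = 0.00148, −0.211 without 2 pigs), and with the first 5 principal components removed these were 0.210 (p = 0.0012) and −0.160 (p = 0.0095). With the same components removed, the value for the ribosomal proteins turned to 0.332 (p = 0.0001), and those for immediate early, cytotoxic, T cell and platelet genes were 0.0379 (p = 0.562), −0.00417 (p = 0.949), 0.113 (p = 0.074) and −0.0599 (p = 0.353). The score also opposed that of the ALGA0034786 network, with RPS20 and COX6B1 (r = −0.483, rho = −0.441, −0.441 without 2 pigs, p = 1e-05, adjusted p = 1.5e-05 over 3 pairs of networks). From the place of these genes in immunity-related IPA networks, the paper proposes that the eQTL-SNP could be a candidate marker for the regulation of immunity-related genes in blood, and states that more work is needed to find the causal variant.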

For a few networks, the central eQTL-SNP was located within 1 Mb of an ASE-SNP. As an example, we present the case of two eGWAS signals that were 295 Kb apart, both within 500 Kb of the same ASE-SNP (Fig. 4c). The eQTL-SNP rs81338631 (ALGA0110383) maps onto SSC6 at 145,457,494 bp, inside an intron of *PCSK9*, while eQTL-SNP rs81244817 (MARC0056482) is located on the same chromosome at 145,752,528 bp (Additional file 1: Table S1). The nearby ASE-SNP, rs342721226, is contained within the 3’UTR region of the *YIPF1* gene, at 146,133,708 bp (Fig. 4c). Association networks revealed that eQTL-SNP rs81338631 was linked to the distant-regulation of nine different genes located on seven distinct chromosomes, while eQTL-SNP rs81244817 was associated with three genes located on three different chromosomes (Additional file 13: Figure S6A). In a PCIT analysis, the transcription levels of genes associated with these two eQTL-SNPs were strongly positively correlated (0.63 on average; Additional file 13: Figure S6B). Moreover, IPA revealed that the whole set of genes associated with the two eQTL-SNPs, as well as the ASE-gene *YIPF1* and *PCSK9*, the gene that contained the eQTL-SNP rs81338631, could be included in a unique functional network related to “cell death and survival”, “organismal injury and abnormalities” and “tissue morphology” (Additional file: Figure S6C). Both eQTL-SNPs affected the transcription of their associated genes in the same direction (Additional file 13: Figure S6D). 

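CHD4, a chromatin remodeler, EIF3A, a subunit of a translation initiation factor, and PDAP1 were the most tightly joined, with r = 0.824 between CHD4 and EIF3A and 0.819 between CHD4 and PDAP1. EIF3A and ANP32B, a nuclear histone chaperone, belong to different eQTL-SNPs of the pair, ALGA0110383 and MARC0056482, and correlated at 0.805. The ZFAND6 probe A_72_P007306 stood lowest, with 0.254 against EIF3A and 0.272 against NAT10. Over the 78 pairs of the 13 probes, the mean r was 0.622 with a bootstrap SD of 0.0237 (mean rho 0.594, 0.605 without the 2 farthest pigs, two-sided permutation p = 1e-05 for r and for rho, also when adjusted over the 4 network means). PCIT kept 77 pairs, and random sets of 13 probes at matched levels reached at most 0.294. Neither the permutations nor these sets take into account that the probes were chosen for the pair of eQTL-SNPs, which tends to give a positive r. The mean r was 0.540 with the first 5 and 0.149 with the first 20 principal components removed (p = 0.0001 for both). The pair of eQTL-SNPs, taken as 1 although their MAFs are 0.12 and 0.08, would itself give a mean r of 0.144. That value is to be set beside the mean r with no component removed, and is too high where the 2 genotypes differ.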

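Every probe has a negative allele effect in Table S1, from −0.39 for SSH1, a phosphatase of the actin regulator cofilin, and −0.37 for CHD4 and DDX18, an RNA helicase, to −0.21 for GEMIN5, which acts in the assembly of small nuclear ribonucleoproteins, and ZFAND6 probe A_72_P007306. SSH1 was measured at 7.95 ± 0.43 (SD, n = 243, log2), CHD4 at 8.25 ± 0.47, DDX18 at 9.54 ± 0.36 and GEMIN5 at 9.25 ± 0.27. The ratios ran from 0.767 for EIF3A to 1.04 for ANP32B, on 10 chromosomes. The 10 probes of ALGA0110383, at position 145457494 of SSC6, and the 3 of MARC0056482, at 145752528, are all distant. The mean z-score of these probes moved with the score of the immediate early list (r = 0.344, rho = 0.308, 0.366 without the 2 farthest pigs, p = 1e-05, adjusted p = 2.5e-05 for r and 2.31e-05 for rho over 30 pairs) and with that of the T cell list (r = 0.230, p = 0.00027, adjusted p = 0.00054, rho = 0.238, p = 0.0002, adjusted p = 0.000429, r = 0.226 without 2 pigs). With the first 5 principal components removed, these became 0.0585 (p = 0.36) and −0.319 (p = 0.0001), and the relation with the monocyte list, which did not pass the test before (r = −0.0923, p = 0.152, adjusted p = 0.182, rho = −0.123, p = 0.0554, adjusted p = 0.0692, −0.0883 without 2 pigs), became −0.277 (p = 0.0001). The SLA class I, ribosomal protein and neutrophil lists also passed the test for r, at 0.217, 0.205 and −0.152 (adjusted p = 0.00131, 0.00178 and 0.0228). With the components removed they were at −0.120 (p = 0.0646), 0.0907 (p = 0.158) and −0.0389 (p = 0.544). With array quality, the median correlation of an array with all others, the network score had r = 0.228, given without a test. The score opposed the MARC0001946 network (r = −0.397, rho = −0.302, −0.339 without 2 pigs, p = 1e-05, adjusted p = 1.5e-05 over 3 pairs), while no relation with the ALGA0034786 network passed the test (r = 0.0379, p = 0.558, rho = −0.0595, p = 0.354, −0.0246 without 2 pigs).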

Overall, these two regulatory networks seem to be related and the ASE affecting *YIPF1* designed this gene as an interesting candidate for understanding the molecular mechanism of transcriptome regulation of associated genes (*YIPF1* is associated to GO annotations that include RNA binding and ribonuclease activity).

### A high density of local- and distant-acting eQTLs in the swine Leucocyte antigen (SLA) complex on SSC7

Chromosome SSC7 was enriched in both eQTL- and ASE-SNPs (Figure 2, Additional files 3 and 5: Figures S1 and S2). In particular, we observed numerous local and distant associations involving genes and SNPs within the MHC region, as has already been reported for human MHC [27–29].

The MHC in pigs is referred to as the SLA complex and maps to SSC7 on both sides of the centromere; the class I and III subregions cover 1.8 Mb of 7p1.1 band while the class II subregion spans 0.6 Mb of 7q1.1 band, with the size of the in-between centromere as-yet unknown [30]. Within this relatively small region, the SLA complex contains 151 annotated gene loci, and due to this high gene density, our previous definition of local/distant associations (inside/outside a 2-Mb window centered on the expressed probe) was not appropriate. Indeed, for the majority of eQTLs that mapped to the SLA complex, we could not distinguish between local and distant associations. Figure 6 illustrates the associations identified between gene expression levels and eQTL-SNPs, as well as genes affected by ASE-SNPs that have already been described in dbSNP. According to our eGWAS results, the expression levels of 51 genes within the SLA complex were found to be genetically controlled by 78 eQTL-SNPs, which included 11 SNPs located on chromosomes others than SSC7 and 31 SNPs on SSC7 but outside the SLA region. We identified 36 non-redundant eQTL-SNPs within the SLA complex and their VEP annotation is summarized in Fig. 6. Of these 36 eQTL-SNPs, 29 mapped to annotated genes, which included four SLA genes (*SLA-7*, *SLA-11*, *SLA-DRB3,* and *SLA-DOA*) and 23 non-SLA genes. The remaining two were considered to be intergenic when only the most severe consequence of each SNP was considered in VEP analysis.

**Fig. 6:**
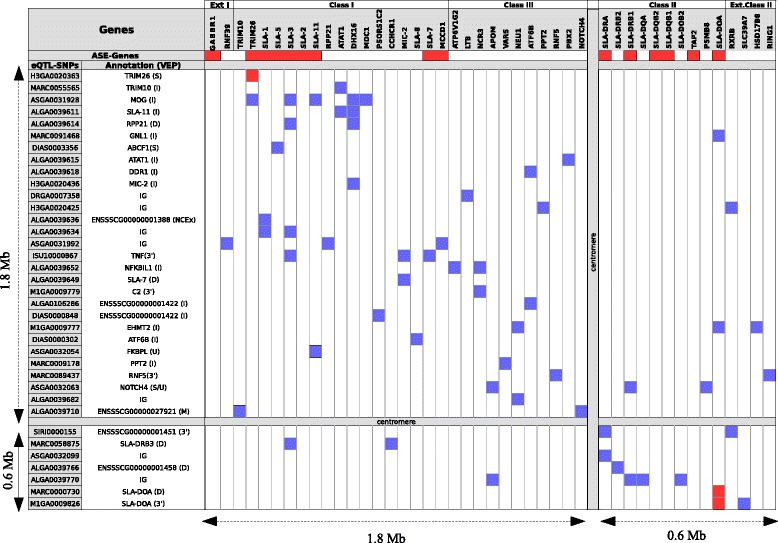
Representation of associations and ASE-SNPs mapping to genes within the SLA region. SNPs detected as eQTL-SNPs by eGWAS are listed on the y-axis and their VEP annotation is indicated. These SNPs are ordered according to their physical position on SSC7, using the SusScrofa.10.2 genome assembly as a reference sequence. The genes listed along the x-axis are those that were found to harbor ASE-SNPs already referenced in dbSNP or that were associated with eQTL-SNPs by eGWAS. These genes are ordered using the map of the Hp1a.1 haplotype as a reference sequence [30]. All genes affected by ASE are indicated with red boxes and all distant associations are indicated with blue boxes. The centromere known to map between the class III and II sub-regions is shown. I = Intronic variant; IG = Intergenic variant; D = Downstream variant; U = Upstream variant; 3′ = 3’UTR variant; S = Synonymous variant; NCEx = Non-coding exonic variant; M = Missense variant

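SLA-3, a classical class I gene, was measured at 15.46 ± 0.52 (SD, n = 243, log2), and B2M, the light chain of class I molecules, at 15.81 ± 0.36. SLA-11, also of class I, was measured at 8.73 ± 1.19 and ran from 6.31 to 10.86 between pigs. In the part of SSC7 analysed here, the paper's allele effects are −0.5 for SLA-3 with ASGA0031806 (q = 2.88e-14) and 1.43 for SLA-11 with H3GA0020313 (q = 3.72e-16), which lie 2.54 and 3.74 Mb from the probes on Sscrofa10.2. These effects are 0.956 and 1.21 times the SDs and correspond to 42.6% and 57.3% of the variance. TAP2, which carries peptides to class I molecules, was measured at 7.22 ± 0.52 and had an effect of 0.26 with MARC0056863, 7.19 Mb away, or 11.5% of the variance. CD74, the invariant chain of class II, lay at 10.25 ± 0.74. Between SLA-3, SLA-11 and B2M the mean pairwise r was 0.178, with values from −0.0473 to 0.443, and r with the mean of the other two was 0.422 for SLA-3, 0.262 for B2M and 0.0538 for SLA-11, given as a description without a test.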

Twelve SLA genes and 39 non-SLA genes were found to be regulated by between one and five distinct eQTL-SNPs. Among those affected were four functional SLA class I genes, the classical class Ia genes *SLA-1* and *SLA-3*, as well as two non-classical class Ib genes, *SLA-7* and *SLA-8*. In the class II subregion, the expression levels of most genes were found to be genetically regulated, including *SLA-DRA*, *SLA-DRB1*, *SLA-DRB2*, *SLA-DQA*, *SLA-DOB2*, and *SLA-DOA*, as well as the non-SLA genes *TAP2* and *PSMB8*. All these data revealed that transcriptional activity is both dense and locally regulated. eQTL-SNPs were found to act either within a sub-region or more distantly, on genes mapping to both sides of the centromere. Only *SLA-DOA* and *TRIM26* were associated with an eQTL-SNP that had been annotated as a variant for these genes: a 3’UTR variant for *SLA-DOA* and a synonymous variant for *TRIM26*. These two genes were thus identified as good candidates for *cis-*regulation. We did not find eQTL-SNPs outside of SSC7 that were associated with changes in the expression of SLA genes; the only associated eQTL-SNPs were located either within the SLA complex or in close vicinity. We detected 32 eQTL-SNPs specifically associated with a single gene (*SLA-1*, *SLA-3*, *SLA-5*, *SLA-8*, *SLA-11*, *SLA-DRA*, *SLA-DRB2*, or *SLA-DOA*). These SNPs could thus be considered genetic markers that specifically target the expression of one of these genes.

Through ASE analysis, we identified nine genes within the class I subregion and six genes within the class II subregion that harbored putative ASE-SNPs (Fig. 6). Interestingly, each SLA gene was found to be affected by specific ASE-SNPs. *SLA-DQB1* and *SLA-DQB2* shared the same three ASE-SNPs because of their close vinicity. The number of ASE-SNPs per SLA gene varied. *SLA-3* harbored 84 SNPs with allelic imbalance, while *SLA-2* and *SLA-DRB1* showed 27 and 28, respectively. *SLA-DOA* and *SLA-DRA* harbored only one ASE-SNP. This observed variation in the number of SNP variants per SLA gene is consistent with the expected allelic variability according to each gene (www.ebi.ac.uk/ipd/mhc/group/SLA). The functional classification of ASE-SNPs for SLA genes is presented in Table 4.

**Table 4:** Number and annotation of ASE-SNPs affecting MHC genes

	SLA-1	SLA-2	SLA-3	SLA-5	SLA-7	SLA-11	SLA-DRA	SLA-DRB1	SLA-DOA	SLA-DQB1/2
3’UTR variant	13	15				6	1			3
5’UTR variant						1				
Intron variant	17	5	13		2			2		
Misssense variant	28	2			1	7		14		
Non-coding transcript exon variant	2		61	12						
Splice region variant	12	1	1							
Synonymous variant						3		6	1	
Downstream gene variant		4	12		3	3		6		
Intergenic variant										
Total^a^	72	27	84	12	3	20	1	28	1	3

^a^ Total of ASE-SNPs per gene identified in the 38 pigs included in the analysis. The total numbers do not correspond to the sum of annotated SNPs because a few SNPs were annotated differently depending on the transcript they overlapped

### Overlap of eQTL-SNPs and ASE-SNPs with blood biomarkers previously identified in pigs

We compared the lists of genes found using the ASE or eGWAS datasets to lists of genes that we previously reported to be differentially expressed (DE) in the blood of pigs; this included results from in vitro production of IL-2 and IL-10 after stimulation of total blood, in vitro phagocytosis tests, and counts of T lymphocytes CD4-CD8+ [4]. For each immunity-related trait, numerous DE genes were associated with eQTLs or ASE (Table 5), indicating that expression levels of blood biomarkers for these traits are genetically controlled. For example, local eQTL-SNPs were associated with expression changes in the *ALOX12* gene, which has been identified as a blood biomarker for phagocytosis, as well as the genes *GZMB* or *KLRG1*, which are correlated CD4-CD8+ cell count. Instead, two distant eQTL-SNPs were implicated in the transcription variation of *GATM*, which has been identified as a candidate biomarker for phagocytosis level; these eQTL-SNPs mapped less than 3 Mb from *GATM*. 

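KLRG1, an inhibitory receptor of cytotoxic T cells and natural killer cells, was measured by probe A_72_P455180 on SSC5, which starts at 65430305 on Sscrofa10.2. Its level was 7.10 ± 0.53 (SD, n = 243, log2) and ran from 5.58 to 8.73. The paper's allele effect of the local eQTL-SNP DRGA0005968, 0.0295 Mb away, is 0.46 (q = 1.27e-06), which is 0.860 times the SD and 21.8% of the variance. Among other genes of cytotoxic cells, KLRK1 lay at 7.53 ± 0.89 and CD8A at 9.20 ± 0.63. ALOX12 and GZMB were not analysed here.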

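GATM, the enzyme of the first step of creatine synthesis, is represented by 6 probes on SSC1, at levels from 5.30 ± 0.43 for A_72_P585161 to 6.46 ± 0.50 for O9294 (SD, n = 243, log2). The 6 probes varied together, with a mean r of 0.707 and values from 0.577 to 0.875. Their paper's allele effects are all negative, from −0.29 to −0.21, and correspond to 13.2% to 16.0% of the variance. In Table S1, 4 probes have the eQTL-SNP ALGA0005830, about 2.67 Mb away, 1 has MARC0010832, 2.85 Mb away, and probe A_72_P583621 has SIRI0001167, 16.5 Mb away. Across pigs, GATM probe O9294 rose weakly with KLRG1 (r = 0.223, permutation p = 0.0005, rho = 0.215, p = 0.00067, r = 0.234 without the 2 pigs farthest from the median), the 1 pair of such genes tested, so that no adjustment applies.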

Finally, for CD4-CD8+ cell count, the candidate blood biomarkers *TNL1*, *GNLY*, *GZMB*, and *KLRG1* were found to be affected by a SNP with allelic imbalance.

**Table 5:** Correspondence between sets of eQTL- and ASE-SNPs detected in this study and gene sets that were differentially expressed (DE) in the blood of pigs studied for levels of immunity traits

	IL-2^a^	IL-10^b^	Phagocytosis^c^	CD4-CD8 + ^d^
DE genes [3]	850	733	1195	52
DE local-associated genes	69	64	107	5
DE distant-associated genes	56	47	74	0
DE genes with ASE signal	48	29	61	7

^a^Production of IL-2 after in vitro stimulation of total blood with phorbolmyristate acetate (PMA) and ionomycin for 48 h

^b^Production of IL-10 after in vitro stimulation of total blood with PMA and ionomycin for 48 h

^c^Quantification of phagocytosis capacity via in vitro tests on total blood

^d^CD4-CD8+ lymphocyte count measured by flow cytometry

## Discussion

### eGWAS and ASE analysis provide complementary results for mapping genetic regulation of gene transcription in blood

In the current study we investigated the genetic control of the blood transcriptome in 60-day-old pigs by combining two high-throughput methods: i) an eGWAS which analyzed transcription in 242 pigs (130 uncastrated males and 112 females) using expression microarrays and genome-wide SNP genotyping, and ii) an evaluation of ASE in 38 castrated males based on RNA-Seq of total blood RNA. The groups of animals used for the eGWAS and ASE analysis were independent from each other but selected from the same larger experimental population of Large White pigs, and partly generated from common boars. In doing this, we aimed to prevent discrepancies in the results due to heterogeneity in genetic backgrounds. Each approach had a different focus: eGWAS maps eQTLs as genomic loci that influence levels of gene transcripts through local and/or distant actions [8], while ASE analysis identifies allelic imbalance among transcripts. In our study, eQTL-SNPs were defined as acting locally or distantly based on whether the SNP was less or more than 1 Mb from either side of the start position of the associated probe, respectively. Globally, we found 2124 local eQTL-SNPs which affected the expression of 1363 genes, and 1187 distant eQTL-SNPs affecting 1010 genes. In parallel, ASE analysis enabled us to detect 2286 candidate SNPs that showed allelic imbalance, and which affected 763 genes.

Both eGWAS and ASE analyses were performed using stringent parameters to ensure robust mapping. For eGWAS, we chose to simultaneously analyze local and distant eQTLs [31–33], while previous studies had performed two independent association analyses which separated local- and distant-acting SNPs [27, 29, 34]. Due to the large amount of transcript information and the number of SNPs involved, eGWASs require extremely extensive calculations, which can raise issues related to statistical power [32]. To address this, we used stringent quality control thresholds, and corrected local and distant associations for multiple testing with an FDR procedure at two levels: i) for all association tests for each probe, and ii) for all association tests for all probes. For ASE analyses we filtered out SNPs with fewer than 10 reads and retained only ASE-SNPs with significant allelic imbalance in their read abundances in at least one-third of heterozygous animals.

For both eGWAS and ASE approaches, we observed that the genetic control of gene transcription was heterogeneously distributed along the genome, with important variations among chromosomes in both numbers of eQTL- or ASE-SNPs as well as in the relative proportions of genes that demonstrated ASE or that were associated with eQTLs. However, we found only limited overlap between the local associations that were identified by eGWAS and the *cis-*associations that were identified by the ASE analyses, which is consistent with results from other studies [10, 11]. Indeed, this was expected due to inherent differences between the approaches and their respective limits. For eGWAS, only eQTLs that corresponded to SNPs represented on the 60K SNP chip could be detected and in this design, intergenic SNPs are overrepresented [35]. Consequently, the functional annotation of eQTL-SNPs remains limited, and they mainly reflect cases of linkage disequilibrium with nearby causal variants and not direct causal links. The ASE analysis was limited by the lack of whole-genome sequence data for the animals included in this analysis, which meant that SNPs were called using RNA-Seq data. Therefore, in order to limit errors in SNP discovery, only ASE-SNP positions for which both alleles were expressed (Minor Allele Count >3) were considered in the final analysis, and transcripts with low read counts were discarded. In addition, due to the lack of parental information, we could not differentiate between allelic imbalance and parental imprinting. However, among the 763 ASE genes found in our study, only three are described as imprinted genes in the Geneimprint database (http://www.geneimprint.com/): *SNRPN*, which is imprinted by the paternal allele in *Homo sapiens*, *Macaca mulatta*, and *Bos taurus*; and *SNORD64* and *DMTN*, which are reported as imprinted only in *Homo sapiens*.

Overall, all these limitations suggest that these eQTL-SNPs and ASE-SNPs are not causal variants but SNPs in linkage disequilibrium with the causal variants that could be used as genetic markers for gene expression in the pig population included in our study. We did not address the question of sex effect on blood transcriptome variation but we included the sex as a cofactor in the eGWAS models and used only castrated males for the ASE analyses.

In a comparison of ASE and eGWAS results, 149 associated genes in eGWAS overlapped with ASE-SNPs. For genes found *cis*-associated in eGWAS, ASE analysis validated the putative *cis-*regulation of their expression. By combining eGWAS and ASE analyses, we were able to more extensively map the genetic control of the blood transcriptome and this approach will likely contribute to a more fine-scale mapping of the candidate causal polymorphisms. The heterogeneity of associated SNPs along the genome can be observed with greater precision using ASE approaches than with eGWAS, and this precision enabled us to pinpoint the most relevant genomic regions, as illustrated by the example of the SLA region. At the functional level, we found that ASE-genes were more enriched in biological functions specifically related to immunity than the genes locally or distantly associated with eQTL-SNPs were. However, the few enriched GO terms that were shared between the two analyses were immune-related. The GO results were complemented by the fact that the ASE analysis pinpointed immune functions as one of particular phenotypes affected by gene expression found under genetic control. These findings suggest that ASE results are more precise and accurate than eQTL results. In our study, this difference could be related to the relatively low density of SNPs in the chip used for eQTL mapping. Finally, ASE can provide information relevant in refining the mechanism of genetic regulation of gene expression by completing for instance putative regulatory networks.

### Results are consistent with previous eQTL studies of human whole blood

Globally, our results provided general patterns of eQTL mapping in blood that were consistent with previous results on whole blood in humans. First, we detected 1.6 times more local associations (2839) than distant associations (1751), an imbalance that has already been reported in previous studies [12, 31, 33, 36]. This could be because distantly acting regulators have weaker effects than locally acting ones, resulting in associations that require greater statistical power for detection. Moreover, *trans*-eQTLs are more cell specific than *cis*-eQTLs [29] and because the heterogeneous nature of blood, *trans*-signals will be weaker. 

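EHD1 had the largest computed share of variance of a local eQTL-SNP among the genes with a ratio of at least 2 other than SIRT3, at 87.6%. CIDEA reached 68.0% with a distant eQTL-SNP on its own chromosome, whereas SSH1, whose eQTL-SNP lies on another chromosome, had 17.1%. These shares are approximate, and high ones may be too high, since SIRT3 probe A_72_P402708 came out at 106.5%. The median share was 19.8% over the local and 14.1% over the distant associations. The mean share was larger for local ones (24.9% against 17.2%, one-sided permutation p = 1e-05). This test shuffled the type over 1998 associations of 1569 probes. Associations of the same probe are not independent, so the p may be too small. The test was not repeated with further associations of a probe left out. Both groups hold only associations that the paper found significant, and both means include a share of 106.5%. The test thus does not decide whether distant effects are weaker in general. Among distant associations, the 359 on the chromosome of the probe, 248 of them within 5 Mb, had a median share of 16.0%, and the 420 on another chromosome 12.6%. The paper's MAF had a median of 0.31 for local and 0.19 for distant eQTL-SNPs. Local minus distant mean ratios from the lowest to the highest of 4 bins of MAF were 0.132, 0.133, 0.0794 and 0.0754.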

Although we cannot preclude the explanation that the larger number of local associations recovered here is due to a lack of statistical power to detect distant/*trans*-regulation, our results suggest that the number of local/*cis*-regulators truly does exceed the number of distant/*trans*-regulatory SNPs.

We observed that local eQTLs, distant eQTLs, and *cis*-regulators were widely distributed across all chromosomes, as has been previously described [31, 33]. Interestingly, nine genes that were associated with local eQTL-SNPs, two of which belonged to the *TMEM* family, had also been listed among the top 25 *cis*-associated genes reported by Joehanes et al. [12]. Likewise, a set of 324 *cis-*acting genes reported by Mehta et al. [33] in a study on whole blood also contained 32 of the *cis*-associated genes found here. Moreover, as has also been reported in humans, we were able to identify putative candidate master regulatory variants, despite the heterogeneous nature of peripheral blood [28, 29, 31]. We detected at least 13 master regulatory loci, as represented by eQTL-SNPs that were associated with between 10 and 51 probes. These eQTL-SNPs influenced the expression of various genes, mostly in the same direction, as illustrated here by the examples of two SNPs, ASGA0110383 and MARC0056482. However, most master regulators were not associated with local genes, which was consistent with the results of a previous study [31].

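In the part of Table S1 analysed here, 7 eQTL-SNPs had 10 or more probes, and 4 of them had effects in 1 direction. All 10 probes of DRGA0000572 belong to APP, the amyloid precursor protein, with positive effects, and the 19 probes of ASGA0016334 on SSC3, with HMGB1, a chromatin protein, and ARF1, a GTPase of vesicle traffic, have negative effects. The other 3 acted in both directions, with 12 positive and 8 negative effects for DRGA0005568, whose genes include RGS1, a regulator of G protein signalling, 15 and 5 for ASGA0046605, whose genes include BCR and DGCR8, and 24 and 3 for MARC0001946. Over these 7, 1039 of 1047 pairs of probes (99.2%, and 91.5% with the first 5 principal components removed) had an r with the sign that the product of their effects gives, a description only, since probes chosen for the same eQTL-SNP tend to such signs by that choice, and 171 of the pairs belong to ASGA0016334 and 45 to APP. For ASGA0016334 the mean r of the 19 probes was 0.796 with all pigs and 0.257 without pig SF_0302, in which each probe was the lowest of all pigs. In this pig HMGB1 probe A_72_P574399 was at 2.00 against 11.53 ± 0.33 (SD, n = 242 other pigs, log2), ARF1 at 3.79 against 13.54 ± 0.32, TBC1D1, a regulator of glucose uptake, at 2.00 against 11.32 ± 0.26 and USP11, a deubiquitinating enzyme, at 2.65 against 9.97 ± 0.25. The second HMGB1 probe, which followed the first at r = 0.762 in the other pigs, lay 0.453 SD above the mean of the other pigs there, and the ratios of effect to SD of the 19 probes, 0.994 to 1.11 with all pigs, reached 2.69 in TBC1D1 and 2.13 in HMGB1 when the SDs were taken without it and the paper's effects kept.

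**Figure D3:**
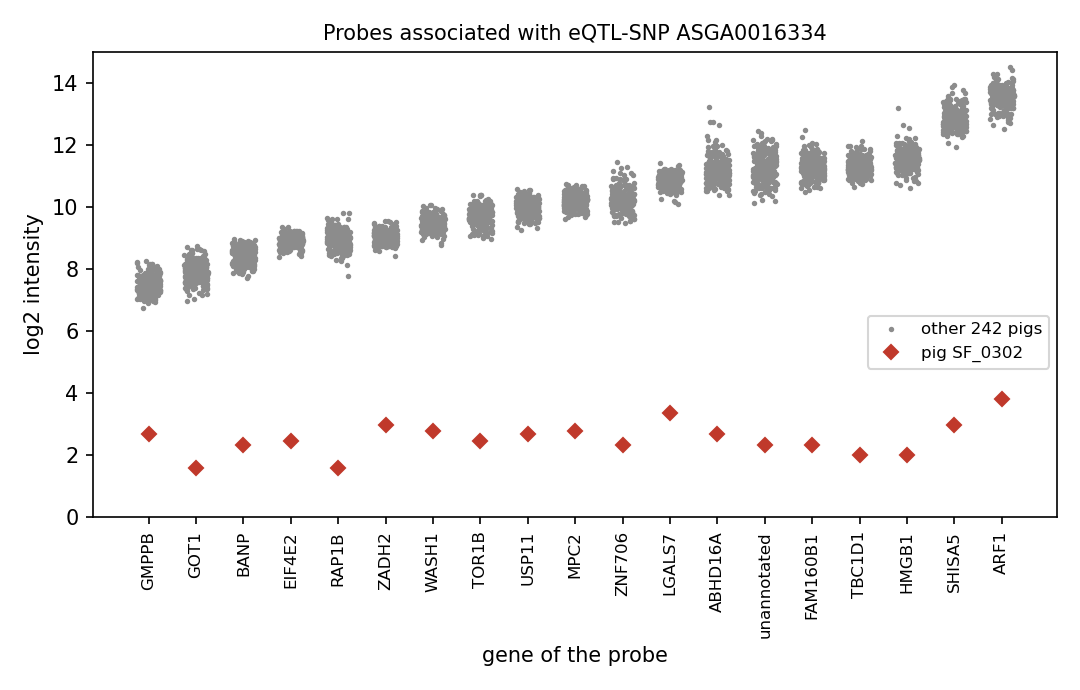
Log2 level (y axis) of the 19 probes of ASGA0016334 (x axis, by gene), with the other 242 pigs as grey points and pig SF_0302 as a red diamond. The red diamonds lie from −9.92 to −4.82 log2 units from the mean of the other pigs, the lowest value in every probe.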

We paid special attention to the SLA region on chromosome SSC7 because it harbored the greatest concentration of genetic regulatory elements in both eGWAS and ASE analyses. Previous studies in humans have reported similar findings. For example, Fairfax et al. [29] found that several loci in the MHC showed significant *trans*-associations. Examination of the MHC also revealed numerous eQTL-SNPs linked to complex diseases [27]. In addition, an eGWAS performed on blood from cohorts of healthy women and breast cancer survivors showed an association between ten HLA genes (*HLA-C*, *HLA-E*, *HLA-F*, *HLA-G*, *HLA-H*, *HLA-DPB1*, *HLA-DQA1*, *HLA-DQB1*, *HLA-DRB3*, *HLA-DRB4*) and SNPs in 100 genes located on human chromosome 6 [37]. In particular, *CIITA* has been identified as a master *trans*-activator, with an essential role in initiating transcription of MHC class II genes in human stimulated B cells and monocytes [38]. However, our eGWAS did not generate any evidence of *CIITA* acting as a master regulator, despite the presence of one *CIITA*-related SNP on the array. In the ASE analysis, *CIITA* was expressed in the RNA-Seq data, but had no significant allelic imbalance. A possible explanation for this discrepancy is that such associations could be specific to conditions of immune stimulation and are not significant in a basal health state. Strikingly, we observed that almost all functional SLA class I and II genes harbored allelic imbalance, suggesting that fine-scale modulations of the expression levels of histocompatibility class I and II molecules may depend on the relative abundance of alleles. More in-depth analyses are required to determine whether this allelic imbalance affects peptide presentation efficiency and is associated with different immunity phenotypes.

Our results seem to be globally consistent with studies on the whole blood transcriptome in humans [28, 29, 31]. However, additional studies are needed on whole blood in pigs to assess the robustness of the list of local eQTL-SNPs reported here and to start to establish comparative eQTL maps where relevant. Thus, our work is a first step in generating useful resources for the study of eQTLs in pigs, as has been established in humans [12].

### A step forward in the characterization of blood biomarkers, particularly for immune capacity

Peripheral blood contains various types of important immune cells. Schramm et al. [31] demonstrated reasonable concordance between the *cis*-eQTLs found in their own study of whole blood and those reported in prior studies of primary monocytes or blood-derived lymphoblastoid cell lines. They thus confirmed that whole-blood eQTL studies are a good resource for the discovery of biomarkers, especially in the context of disease in humans. With the goal of improving selection for health traits in pigs, blood is also a relevant surrogate tissue for phenotyping immune capacity [39]. As shown in human studies, whole blood can be used for robust eQTL analysis despite its heterogeneous cell composition. Indeed, Mehta et al. [33] demonstrated that variations in cell count would exert only a minor effect on expression levels, as eQTLs are consistently replicated between whole blood and independent human cohorts.

We showed a notable degree of overlap between the genes found in this study to be genetically controlled and the QTLs available in the AnimalQTL database [40] for pigs. More precisely, we found overlap between the lists of eQTL- and ASE-SNPs generated here and QTLs of the AnimalQTL database that had been associated with immune-related phenotypes, including interferon-gamma level, IgG level, lymphocyte count and other traits related to blood function (Additional files 14 and 15: Table S8 and Table S9). In addition, we identified the genetic regulation of several previously published blood biomarkers for immunity traits (e.g., *ALOX12* for phagocytosis, *GZMB* and *KLRG1* for CD4-CD8+ cell count) [4], which suggests that these biomarkers could be used as molecular expression phenotypes in genetic selection efforts.

The integration of eGWAS- and ASE-based approaches, together with GWAS data when relevant, facilitates the identification of candidate genes and polymorphisms that are related to complex traits. Similar integrated approaches in pigs have been recently published for complex traits related to meat properties [14, 16], as well as for blood lipid traits linked with cardiovascular diseases [41] and traits associated with coping behavior [20]. In addition, this approach could help to pinpoint the biological and molecular bases of phenotype-genotype links that are highlighted by a GWAS-based approach. Integrated methods are also expected to be more accurate in the detection of loci under genetic control as the link between genotype and transcriptome is more direct than the link between genotype and end phenotype. These techniques can thus help to prioritize the study of candidate variants linked to changes in the transcriptome and phenotype.

## Conclusions

This study is, to the best of our knowledge, the first genome-wide analysis of the genetic control of gene expression in blood in the pig, based on a cohort of 60-day-old French Large White pigs. The combination of eGWAS and ASE results showed extensive genetic regulation of gene transcription, and provides a relevant resource for the study of genomic regions and variants linked to gene expression variation in pig blood. All results are available in a public Track Hub entry that can be explored using the genome browsers of Ensembl and UCSC. Additional studies are needed to cover more ages, breeds and environments in order to build an even more extensive map of genetic regulations of gene expression in blood. Overall, these data and approaches should contribute to future efforts to decipher the ultimate molecular mechanisms behind the genetic determination of pig phenotypes, especially for immunity- and health-related traits.

## Methods

### Animals and blood sampling

Two groups of pigs from the same French Large White selected line were bred either on a test farm at Le Rheu (38 pigs, IMMOPIG project) or on an INRA experimental farm at le Magneraud (243 pigs, SUS_FLORA project). The animals were partly generated from common boars and were weaned at 28 days of age. The group of 38 pigs belongs to a population of castrated males that was described in Flori et al. (2011) [2]. The group of 243 pigs comprised 131 uncastrated males and 112 females from a larger cohort that is described in Ramayo-Caldas et al. (2016) [42]. Details on the pig feed diet are available in Mach et al. (2015) [43] and correspond to standard nutritional practices in pig production. Peripheral blood (jugular vein) was sampled from 60-day-old pigs using EDTA-coated tubes and PAXgene Blood RNA tubes (PreAnalystiX, Qiagen, Germany). Blood samples were stored at −20 °C (EDTA tubes) or −80 °C (PAXGene tubes) prior to DNA or RNA extraction procedures, respectively. Complete blood cell counts were recorded for a subset of 195 pigs from the group of 243 pigs (Additional file 16: Table S10), in agreement with our observations that the animals showed no clinical signs of infection. Information on production traits are available in Sanchez et al., (2014) [44] for the ASE pig group and in Ramayo-Caldas et al. (2016) [42] for the eQTL pig group.

### Total RNA extraction from blood

Total RNA from blood was isolated using the PAXgene Blood RNA Kit (Qiagen, Germany) following the manufacturer’s instructions. RNA purity and concentration were determined using a NanoDrop 1000 spectrophotometer (Thermo Scientific, USA), and RNA integrity was assessed using the Bioanalyzer 2100 (Agilent Technologies, USA). RNA samples used for RNA-Seq had RINs ranging from 6.7 to 8.6 with 28S:18S ratios ranging from 0.8 to 1.6. RNA samples used for microarrays had RINs between 6.1 and 9.7.

### SNP genotyping

DNA was extracted from blood samples and genotyped using the Illumina PorcineSNP60 DNA chip which contains over 60,000 SNPs [35]. Genomic DNA extraction and SNP genotyping were carried out with the Labogena-DNA platform (Jouy-en-Josas, France). The initial quality control (QC) step of genotyping was performed using the R package GenABEL [45] and included heterozygosity testing and multidimensional scaling to identify population outliers. For SNP filtering, we used sample and SNP call rates >95%, a MAF > 5%, a Hardy-Weinberg equilibrium threshold corrected by FDR of 1%, and a XXY call of 0.8. We removed one individual that did not meet these QC criteria, resulting in 242 individuals (130 males and 112 females) with data available for 44,281 SNPs.

### Analysis of blood transcriptome using expression microarrays

Total blood RNA (200 ng) was retro-transcribed, Cy3-labeled, and hybridized onto customized single-channel 8X60K Agilent Technologies arrays (platform Agilent-037880/INRA *Susscrofa*60K v1), which were enriched in genes linked to immunity and muscle physiology, following the manufacturer’s instructions and a protocol described in Jacquier et al. (2015) [46]. Because genomic sequencing data were not available, it was not possible to take a possible effect of within cDNA target polymorphisms on hybridization levels into account. Pre-processing and quality control were performed by the Limma R package [47] on 60,306 probes. In brief, we first normalized the background by the normexp method. Then, intensities quantified by median signals were normalized by the quantile method. Probes were filtered according to their intensities in order to eliminate unexpressed genes; to be retained, probes had to be expressed at levels at least 10% higher than those of the negative controls on at least four arrays. 

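TPT1, a growth-related protein that binds calcium, and FTH1, the heavy chain of ferritin, are named here for their high signals, which do not rank transcripts between probes, at 18.00 ± 0.22 and 17.74 ± 0.26 (SD, n = 243 pigs, log2). WFDC2, a small secreted protein, SLC25A6, an ADP/ATP carrier of mitochondria, and RPSA of the ribosome are named by the same rule, at 17.00 ± 0.33, 15.94 ± 0.25 and 15.64 ± 0.18. Besides SIRT3, a name in doubt for its probe, the 10 named genes with the largest SD included CAPNS1, the small subunit of calpain. It lay at 7.70 ± 2.35 and ran from 2.52 to 13.05. Others of the 10 were MAP3K5, a kinase of the stress response, at 6.34 ± 1.72, and OAZ3, an inhibitor of polyamine synthesis, at 7.12 ± 1.35. CYM, chymosin, at 7.73 ± 1.32, and the antimicrobial peptide PR39 at 5.82 ± 1.25 also belong to them. The median over all probes was 5.37 for the mean level, with quartiles of 4.04 and 7.81, and 0.46 for the SD, with quartiles of 0.37 and 0.56.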

In total, 59,774 probes that passed the quality control and the filtering step were considered to be expressed in the blood samples included in this study.

### Refinement of probe sequence annotation of the Agilent-037880/INRA *Susscrofa*60K v1 platform

Probe mapping and annotation were updated to refine all genomic locations. The 60-mer sequence probes included in the Agilent-037880/INRA *Susscrofa*60K v1 platform were mapped onto the pig reference genome (SusScrofa v10.2) with the TopHat aligner (v2.0.14) [48]. Allowing two mismatches and two gaps per probe sequence, we found 44,326 probes mapping to unique genomic positions. Among these, 41,839 probes were expressed in our samples. The annotation of these probes was performed by combining annotation information provided by the Ensembl (release 79) and NCBI (GCF_000003025.5) databases.

### Expression genome-wide association study (eGWAS)

The eGWAS was carried out on data from 242 pigs and linked SNP genotypes, based on animal genotypes obtained with PorcineSNP60 DNA chips, to blood gene-transcript levels, as detected by transcriptome analysis using Agilent-037880/INRA *Susscrofa*60K v1 microarrays. The association studies were performed with the GenABEL package [45] using the family-based score test for association [49], a polygenic mixed model to estimate the SNP effect, and a *p*-value in two steps. First, the polygenic additive model and likelihood were estimated using available data, and then the FASTA test statistic was computed using the maximum-likelihood estimates of the intercept, the proportion of variance explained by the polygenic component, and the residual variance. The model was corrected for different co-factors, with batch and sex as fixed effects, and with the familial structure of the sample as a random effect, represented by the genomic kinship matrix estimated using autosomal data. The individual variability in blood cell counts was not included in the analysis model since the data were not available for all the animals. Nonetheless, we observed a limited variability of these blood parameters within the population (see Additional file 16: Table S10). All probes and SNPs were treated independently for the first step of the association study. Next, multiple testing corrections were conducted at two levels. First, for each probe, *p*-values of the associations between the expression variation of that probe and all SNPs were corrected by an FDR procedure that controlled the overall type-I error rate at 5%. Secondly, to assess the significance of associations of all probes, a second significance threshold was calculated by FDR (5%) for the *p*-values of all associations. Only associations with a FASTA *p*-value lower than these two thresholds were considered significant.

Finally, in order to facilitate the global interpretation of results, we implemented additional association tests to limit redundancy. We reduced the definition of an eQTL to a representative SNP, i.e. for each eQTL region, we kept only the most significant associated SNP to represent the eQTL, referred to hereafter as an eQTL-SNP. In order to eliminate other significant associated SNPs in a 5 Mb window around a designated eQTL-SNP without missing an independent eQTL, we repeated the association analysis between the probe and these SNPs, correcting the polygenic mixed model by the effect of the most significant SNP, as has been reported in previous studies of human data [29, 50]. If the *p*-values associated with a given SNP did not reach the previously calculated significance threshold, the SNP was considered to have the same effect as the most significant SNP (the previously designated eQTL-SNP); it was thus considered redundant and removed from further analyses.

### Allele-specific expression (ASE) analysis by RNA-Seq

Sequencing libraries from total blood RNA (1.5 μg) were prepared using the TruSeq RNA Sample Preparation Kit (Illumina, San Diego, USA) according to the manufacturer’s instructions at INRA’s GetPlage platform (Toulouse, France) and as previously reported in Mach et al. (2014) [51]. Tagged cDNA libraries were sequenced on 2.66 lanes of a HiSeq2000 (Illumina) in 100-bp single-end reads. Then, raw reads were aligned to the pig reference genome (v10.2) with the STAR 2.4.0 aligner using an approach that comprised two alignment steps, as recommended by the Broad Institute (https://software.broadinstitute.org/gatk/guide/article?id=3891). First, splice junctions were detected by a first pass of STAR mapping. Detected splice junctions were then used during a second round of mapping to take into account the discontinuous nature of the RNA sequencing data, allowing only one mapping position per read. STAR includes a soft-clipping step, which takes care of adapter contamination. After the two-pass procedure, we used a GATK (v3.4, [52]) tool called SplitNCigarReads, which split reads into exon segments and hard-clips any sequences overhanging into the intronic regions to reduce the number of called false variants. Then, reads were realigned around indels to limit artifacts due to the alignment algorithm. Finally, the standard GATK base recalibration procedure re-adjusted the quality scores assigned to the individual base calls in each sequence read, thus reducing the systematic technical error linked to the sequencing machines.

In order to prevent false positive ASE signals due to allelic mapping biases that could influence allele counts, variants were called in the dataset, filtered using vcftools (v.0.1.12a), and then nucleotides that were characterized as SNPs were masked in the reference genome with maskFastaFromBed (Bedtools v2–2.24.0). Reads were then realigned on the masked reference genome using the same procedure as described previously in order to have the same constraint of one mismatch for reads that had either of the two alleles at the SNP position.

Allele counts were performed using a GATK (v.3.4) tool called ASEReadCounter which calculates allele counts at SNP positions. A binomial test determined whether there was a significant difference in abundance of each allele of a SNP. We corrected *p*-values on a per-animal basis using the FDR procedure (5x10^−2^). Only bi-allelic SNPs with a significant differential abundance in alleles in more than 1/3 of heterozygous animals for the considered SNP were analyzed further.

### Analysis of function enrichment and SNP annotation

A functional enrichment analysis of genes associated with eQTL- or ASE-SNPs was performed with GOrilla (Gene Ontology enRIchment anaLysis and visuaLizAtion tool, Eden et al., 2009). The Gorilla database is periodically updated using the GO database (Gene Ontology Consortium) and other sources and we used the updated version of December 2016. The* p*-value threshold was equal to 1x10^−3^ and an FDR correction was performed on *p*-values. For gene networks, we also performed functional analyses that used QIAGEN’s Ingenuity Pathway Analysis (IPA®, QIAGEN, Redwood City, CA, USA, http://www.qiagen.com/ingenuity, release date 2016–12-05) with default parameters. eQTL- and ASE-SNPs were annotated using the Variant Effect Predictor [21] to determine their known effects on gene, transcript, and protein sequences.

### Visualization of results

To visualize eGWAS results, we used Cytoscape v3.2.1 [24], which enables the construction of association networks. We used genes and eQTL-SNPs as nodes and significant associations as edges. The R package RCirco [53] was used to illustrate master regulators, which we defined as SNPs that had associations with multiple genes. To generate Venn diagrams, we used jvenn, a plug-in for the jQuery Javascript library [54]. Boxplots were produced with the R package ggplot. The R package PCIT [25] was used to analyze the correlation between the expression variation of probes associated with the same eQTL-SNP.

## Additional files

Additional file 1: Table S1. Associations detected by eGWAS.

Additional file 2: Table S2. Genes annotated by sense and/or antisense probes found associated with local or distant eQTL-SNPs.

Additional file 3: Figure S1. Distribution of eQTL-SNPs along pig autosomal chromosomes. The histograms represent the distribution of eQTL-SNPs along chromosomes, with each bar corresponding to a 5-Mb segment. The density of eQTL-SNPs is represented by a color gradient from green to red. The scale for the eQTL-SNP count is on the Y-axis and varies among chromosomes. On SSC7, the region between 20 Mb and 30 Mb that has a high density of eQTL-SNPs overlaps the MHC locus.

Additional file 4: Table S3. ASE analysis results.

Additional file 5: Figure S2. Distribution of ASE-SNPs along pig autosomal chromosomes. The histograms represent the distribution of ASE-SNPs along chromosomes, with each bar corresponding to a 5-Mb segment. The density of ASE-SNPs is represented by a color gradient from green to red. The scale for the eQTL-SNP count is on the Y-axis and among chromosomes. The highest density of ASE-SNPs was found on SSC7 at the MHC locus.

Additional file 6: Table S4. Enrichement analysis of associated genes in eGWAS by GOrilla.

Additional file 7: Table S5. Enrichement analysis of local-associated genes in eGWAS by GOrilla.

Additional file 8: Table S6. Enrichement analysis of distant-associated genes in eGWAS by GOrilla.

Additional file 9: Table S7. Enrichement analysis of cis-genes in ASE analysis by Gorilla.

Additional file 10: Figure S3. Comparison of enriched functions for genes detected by eGWAS (total, local, distant), and ASE analysis. A: Venn diagram produced with jvenn [54] showing shared and specific gene ontology (GO) terms. The numbers of enriched GO terms are shown for all associated genes detected by eGWAS (green), distant- (blue) or local-associated genes (red) detected by eGWAS, and ASE-genes (yellow). B: Number of enriched GO terms detected for each analysis. (PNG 40 kb)

Additional file 11: Figure S4. Gene association network centered on eQTL-SNP H3GA0029721. A: Circo plot produced by R package RCirco which maps eQTL-SNP H3GA0029721 and its associated genes according to their genomic position. The blue links represent associations between this eQTL-SNP on SSC10 and 47 genes that map onto other chromosomes. B: The distribution of all (grey) and significant (red) correlation coefficients calculated from pairwise comparisons of expression variation in probes associated with H3GA0029721, performed by the PCIT algorithm.

Additional file 12: Figure S5. Detailed analysis of the association network centered on eQTL-SNP MARC0001946. A: Circo plot produced by R package RCirco which maps eQTL-SNP MARC0001946 and its associated genes according to their genomic positions. Red links represent associations between MARC0001946 and genes on SSC3, and blue links represent associations with genes on other chromosomes. B: The boxplots represent the expression variation of probes annotated for the porcine genes *UROC1* and *ARHGAP2*, depending on eQTL-SNP genotype. Each dot represents one animal. Pink dots correspond to pigs homozygous for the more-frequent allele (genotype A/A), green dots to heterozygous pigs (genotype A/G), and blue dots to animals homozygous for the less-frequent allele (G/G). The boxplots show that the eQTL-SNP genotypes affected the transcription level of the two associated genes in opposite directions. C: The distribution of all (grey) and significant (red) correlation coefficients calculated from pairwise comparisons of expression variation in probes associated with MARC0001946, performed by the PCIT algorithm. D: Three functional networks produced by IPA, on which genes associated with eQTL-SNP MARC0001946 are represented by gray symbols. The functional network related to “cellular development”, “hematological system development and function”, and “hematopoiesis” includes ten associated genes; the network related to “inflammatory response”, “cell signaling”, and “molecular transport” includes nine associated genes; and the network related to “developmental disorder”, “hereditary disorder”, and “organismal injury and abnormalities” includes five associated genes.

Additional file 13: Figure S6. Detailed analysis of the association networks centered around eQTL-SNPs ALGA0110383 and MARC0056482. A: Circo plot produced by R package RCirco which maps the two eQTL-SNPs on SSC6 together with their associated genes, according to their genomic positions. Green links represent associations between genes and ALGA0110383. Purple links represent associations between genes and MARC0056482. B: The distribution of all (grey) and significant (red) correlation coefficients calculated from pairwise comparisons of expression variation in probes associated with ALGA0110383 and MARC0001946, performed by the PCIT algorithm. C: Functional network produced by IPA in which genes associated with eQTL-SNPs ALGA0110383 and MARC0001946, as well as the genes *YIPF1* and *PCSK9* (which harbor an ASE-SNP and an eQTL-SNP, respectively) are represented by gray-colored symbols. The functional network, which contains 14 associated genes, is related to “cell death and survival”, “organismal injury and abnormalities”, and “tissue morphology”. D: The boxplots represent expression variations in probes annotated for porcine genes according to each eQTL-SNP genotype. Each dot represents an animal. Pink dots correspond to pigs homozygous for the most-frequent allele (A/A), green dots to heterozygous pigs (A/G), and blue dots to animals homozygous for the less-frequent allele (G/G).

Additional file 14: Table S8. QTLs in AnimalQTLdb (<10 Mb) for pigs harbouring at least one eQTL-SNP.

Additional file 15: Table S9. QTLs in AnimalQTLdb for pigs (<10 Mb) harbouring at least one ASE-SNPs.

Additional file 16: Table S10. Complete Blood Cell Counts for 195 animals among the 243 eGWAS pigs.

## Abbreviations

ASE: Allele-specific expression
eGWAS: expression genome-wide association study
eQTL: expression quantitative trait locus
FASTA: Family bAsed Score Test for Associations
GO: Gene ontology
GWAS: Genome-wide association study
IPA: Ingenuity pathway analysis
MHC: Major Histocompatibility Complex
PCIT: Partial correlation information theory
QC: Quality control
QTL: Quantitative trait locus
SLA: Swine Leucocyte Antigen
SNP: Single nucleotide polymorphism
VEP: Variant effect predictor

# Supplementary material for: Deciphering the genetic regulation of peripheral blood transcriptome in pigs through expression genome-wide association study and allele-specific expression analysis
**Source:** BMC Genomics. 2017 Dec 13;18:967. doi: 10.1186/s12864-017-4354-6
**Supplement:** Supplementary file 2 — Genes annotated by sense and/or antisense probes found associated with local or distant eQTL-SNPs.

**Additional file 2: Table S2. Genes annotated by sense and/or antisense probes found associated with local or distant eQTL-SNPs**

|  | **Local** | **Distant** | **Local+Distant** | **Total** |
| --- | --- | --- | --- | --- |
| Genes annotated with sense-probes | 990 | 526 | 312 | 1828 |
| Genes annotated with sense and antisense probes | 29 | 5 | 39 | 73 |
| **Total** | **1019** | **531** | **351** | **1901** |
| Genes annotated with antisense-probes | 115 | 108 | 21 | 244 |
| Non-annotated probes | 220 | 147 | 54 | 421 |

# Supplementary material for: Deciphering the genetic regulation of peripheral blood transcriptome in pigs through expression genome-wide association study and allele-specific expression analysis
**Source:** BMC Genomics. 2017 Dec 13;18:967. doi: 10.1186/s12864-017-4354-6
**Supplement:** Supplementary file 12 — Detailed analysis of the association network centered on eQTL-SNP MARC0001946. A: Circo plot produced by R package RCirco which maps eQTL-SNP MARC0001946 and its associated genes according to their genomic positions. Red links represent associations between MARC0001946 and genes on SSC3, and blue links represent associations with genes on other chromosomes. B: The boxplots represent the expression variation of probes annotated for the porcine genes UROC1 and ARHGAP2, depending on eQTL-SNP genotype. Each dot represents one animal. Pink dots correspond to pigs homozygous for the more-frequent allele (genotype A/A), green dots to heterozygous pigs (genotype A/G), and blue dots to animals homozygous for the less-frequent allele (G/G). The boxplots show that the eQTL-SNP genotypes affected the transcription level of the two associated genes in opposite directions. C: The distribution of all (grey) and significant (red) correlation coefficients calculated from pairwise comparisons of expression variation in probes associated with MARC0001946, performed by the PCIT algorithm. D: Three functional networks produced by IPA, on which genes associated with eQTL-SNP MARC0001946 are represented by gray symbols. The functional network related to “cellular development”, “hematological system development and function”, and “hematopoiesis” includes ten associated genes; the network related to “inflammatory response”, “cell signaling”, and “molecular transport” includes nine associated genes; and the network related to “developmental disorder”, “hereditary disorder”, and “organismal injury and abnormalities” includes five associated genes.

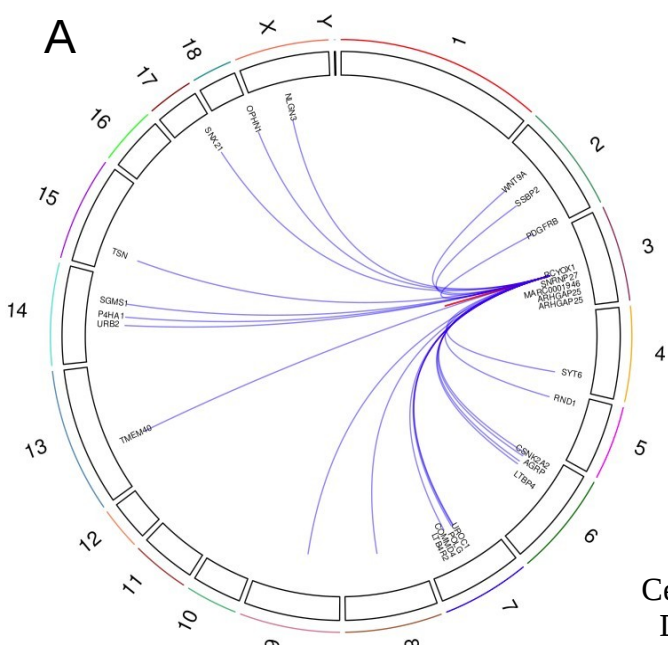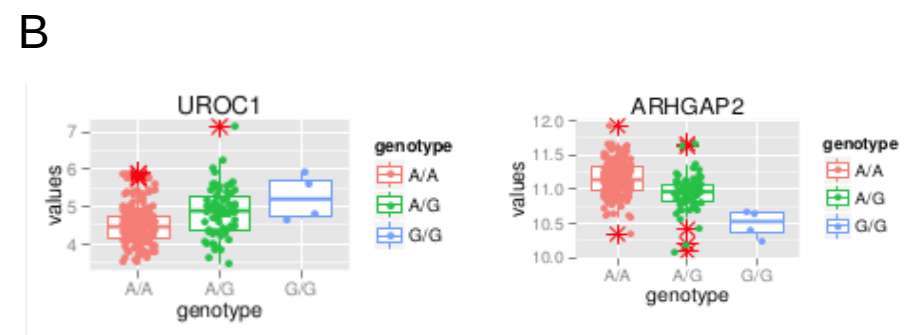

D

Cellular Development, Hematological System Development and Function, Hematopoiesis

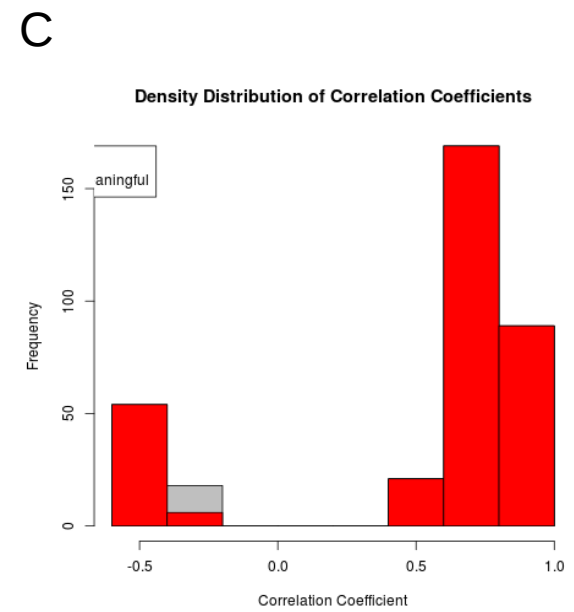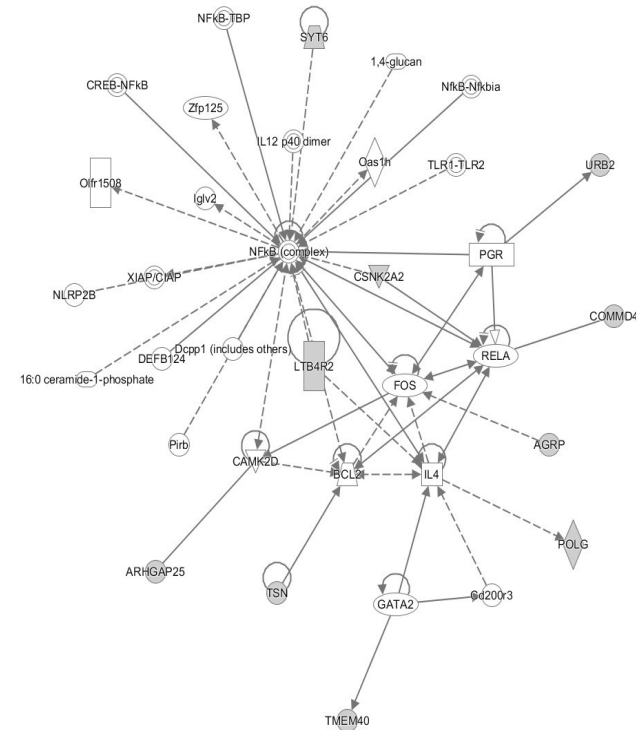

Inflammatory Response, Cell Signaling, Molecular Transport

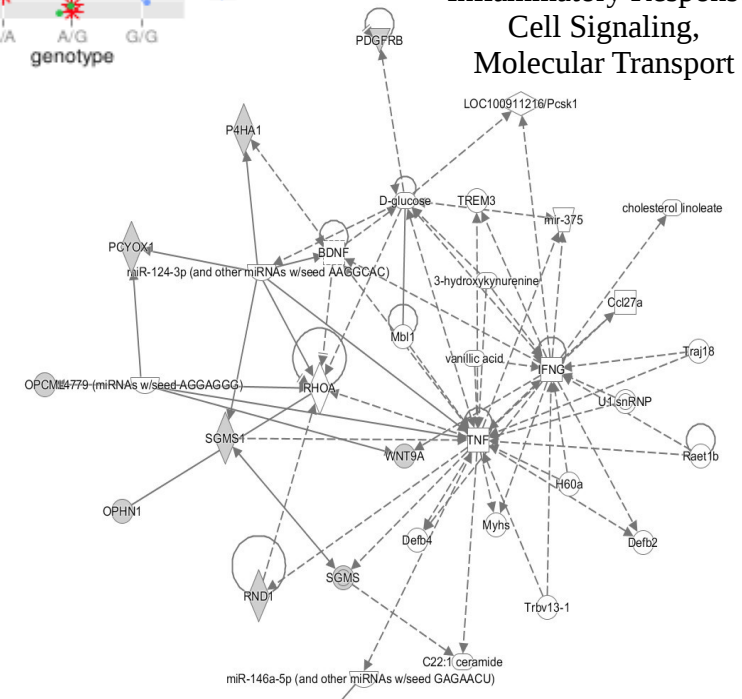

Developmental Disorder, Hereditary Disorder, Organismal Injury and Abnormalities

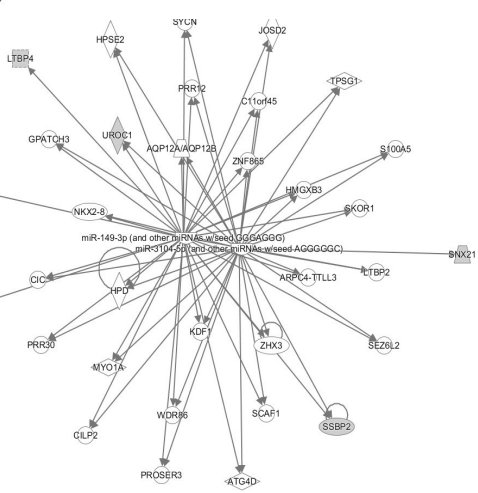

Supplementary Figure S5

How the deposited data were processed for this re-analysis (not part of the article)

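Whole-blood RNA of 243 French Large White pigs at 60 days of age was measured on customized single-channel Agilent 8-array slides, 1 array per pig. The authors extracted the signals with Agilent Feature Extraction (version 9.1 in the submitters' processing notes), corrected the background with normexp and applied quantile normalization with limma to 60306 probes, then kept those at least 10% above the negative controls on at least 4 arrays. The deposited values are on the log2 scale, for 59774 probes and 243 pigs with none missing, and no further normalization was applied to them. The signal over background of single spots was not used here, so the number of arrays limits the precision of each value, and no array was repeated. The paper's eGWAS used 39649 of these probes and 242 pigs, with batch and sex as fixed effects and a kinship matrix. Since the paper's text does not name the pig left out, and genotype, sex and batch of each pig were not used here, all pigs entered every value as 1 group, and no model with batch, sex or kinship was fitted.

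Allele effects, MAF, q-values and positions on Sscrofa10.2 came from the first 1998 of the 4591 associations of Table S1, which is ordered by the position of the eQTL-SNP, so that the associations of SSC1 to SSC6 and 141 of SSC7 were used. No overlap, enrichment or set test was run on this part. Gene names came from Table S1 and, for 568 of 675 probes identified by a RefSeq accession (567 symbols), from the RefSeq genes of Sscrofa11.1, of which no position was used. A gene with several probes was represented by its brightest sense probe in list scores. Of 2 genes named both ways, the probes of LYZ correlated at r = 0.903 and those of USP18 at r = 0.965.

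The ratio of an association is the size of its allele effect over the SD of its probe, and the share of variance is 2 x MAF x (1 − MAF) x effect squared over the variance of the probe, for an additive effect at Hardy-Weinberg proportions. The error of a median is its SD over 1000 bootstrap samples of the pigs. Local and distant ratios were compared by a one-sided permutation test that shuffled the type over associations. Networks were compared by the mean pairwise Pearson r of their probes, with two-sided permutation tests that shuffled each probe over pigs, and with 10000 random sets of probes matched in 50 bins of mean level. Tests used 100000 permutations, alternatives 10000 and leaving out 1 pig at a time 1000, with the smallest p at 1e-05, 0.0001 and 0.000999. Pigs were shuffled as if exchangeable, with kinship, sex and batch not modelled, so the p-values may be too small. Adjusted p are those of Benjamini and Hochberg with a threshold of 0.05. The pairs of the MARC0001946 network were parted by the sign of the product of their allele effects. Network and list scores are mean z-scores, with probes of negative effect turned in sign for MARC0001946 alone and genes shared by both left out. The correlation expected from a shared eQTL-SNP is the mean product of the signed square roots of the shares of variance, with ALGA0110383 and MARC0056482 taken as 1.

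Gene lists for neutrophils, eosinophils, monocytes, B cells, T cells, cytotoxic cells, erythroid cells, platelets, plasma cells, the interferon response, ribosomal proteins, oxidative phosphorylation, proliferation, the immediate early response and SLA class I and class II were set, with the tests, the alternatives and the rule for named genes, before the data were examined. The rule took every gene the paper names that has a probe, every probe of the networks around ALGA0034786, MARC0001946, ALGA0110383 and MARC0056482, the 10 associations with the largest ratio, the 10 named genes with the largest SD and the 10 with the highest mean, and of each list the 4 genes closest to the mean of its others, and the paper's effects and q-values had been seen. Genes outside the rule, such as EYA3, TMEM8A, CKMT2 and those of ASGA0016334, DRGA0000572, DRGA0005568 and ASGA0046605, were named after their values were seen. Of the 16 lists, 6 had the 4 named genes needed for a mean r, a score needed 3 genes, and regression on cell type scores used the 7 of 9 cell type lists with at least 1 named gene. The erythroid and plasma cell lists had 0 named genes.

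Alternatives took the spread after removal of the first 5 principal components or as a scaled median absolute deviation, 1 association per probe, SSC1 to SSC6 alone, sense probes with a gene, bins of MAF, a Student test, Spearman's rho, pairs kept by PCIT, removal of 5 or 20 principal components or of cell type scores, 1 probe per gene, and pigs left out. In a simulation, 42234 SNPs with no effect, with MAF drawn from the 1387 eQTL-SNPs, were tested against all 59774 probes at the share of variance of the weakest association used. The simulations with another threshold at q-values of 0.04 or above, with normal scores and with shuffled probes, the values without single pigs for ASGA0016334, the correlations between networks and of named pairs, the counts of equal signals, the test of the mean share of variance and the use of the expected correlation, itself planned, as a test of the network means were chosen after seeing the data. The mean correlation was tested on simulated data, in which sets of 11 shuffled probes with a planted r of 0.1, 0.3 and 0.6 gave 0.102, 0.302 and 0.601, and 50 of 50 sets passed at each. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genotypes, allele-specific expression, ALOX12, GZMB, GNLY, TNL1 and the other associations of Table S1 were not analysed here. No probe was analysed under the name IFITM2. Some genes that the rule names, among them the 1 gene of the B cell list, are not reported here.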

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

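The simulations at the threshold from q-values of 0.04 or above, with normal scores and with shuffled probes, and the mean r of the probes of ASGA0016334 without single pigs, were tests chosen only after the result was seen. Of 83 alternatives over all results, 63 kept direction and side of the threshold, or stayed within their spread (the count of probes above the lowest quartile of mean level by construction), 5 kept only the direction, 12 moved by more than the spread and 3 reversed, and of the 36 for the network correlations 35 kept both, a bar that even a small mean r passes with 243 pigs. With 20 principal components removed, the network means of 0.611, 0.741, −0.448 and 0.622 were 0.152, 0.157, −0.0602 and 0.149. The median ratio was 0.909 with 5 principal components removed, 0.775 with the scaled median absolute deviation and 0.755 with 1 association per probe, and from 0.736 to 0.740 with 1 pig left out. The median share of variance was 0.272 with 5 components removed and 0.210 with the scaled deviation. The difference between local and distant ratios was 0.0209 with 5 components removed, 0.0187 with 1 association per probe, 0.0183 on SSC1 to SSC6 and 0.0174 for sense probes, each short of the threshold (p from 0.0624 to 0.0956), reversed to −0.131 with the scaled deviation, and lay between −0.0109 without SF_0302 and 0.0228 with 1 pig left out of the SDs and the paper's effects kept. The mean r of the opposite pairs of MARC0001946 reversed to 0.0688 with 5 components removed. That of the neutrophil genes fell to a mean rho of 0.0443, short of the threshold (p = 0.091). Pairs of a network and a list past the threshold numbered 23, and 10 with 5 components removed, and the share of pairs with the sign given by the effects was 91.5% then. The mean r of the probes of ASGA0016334 lay between 0.257 without SF_0302 and 0.800. Simulated SNPs with 10 or more probes numbered 2 at the median share of distant associations (14.1%), 13 at that of distant associations with q-values of 0.04 or above (11.6%), 58 with normal scores and 21 with shuffled probes, against 166. With the first 5 principal components removed they numbered 194. The cause of these changes was not tested, apart from the thresholds and pigs named. The number of arrays, with no repeat, limits the precision, and the signal over background of the spots was not used here.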

Differences from the paper's values

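No test here was chosen after the result was seen, and with all pigs and probes, Pearson's r and no component or cell type score removed, no value differed from the paper's both by more than its spread and by over 1.5 times or, for a correlation, by more than its bootstrap SD. Network means did differ under alternatives, all of them with 5 or 20 principal components removed, several with Spearman's rho, and some with the cell type scores removed, 1 probe per gene or 2 pigs left out. The paper names another gene of SSC2 for the association with the largest ratio, whereas Table S1 gives the one with the lowest q-value to SIRT3, with a ratio of 2.69 here. The paper counts fewer chromosomes for the probes of ALGA0034786 than the 7 found in Table S1. For MARC0001946 the paper describes the genes as distant, while Table S1 lists 27 probes, 4 of them local, from 23 named genes and 3 probes without annotation. The gene set against UROC1 is written in the text under a shorter symbol than ARHGAP25, the gene of Table S1, and the eQTL-SNP given with MARC0056482 in the discussion carries another prefix than ALGA0110383. The number of distant associations is 1752 in the paper's results and 1 lower in its discussion. For GATM the paper gives fewer eQTL-SNPs, all close by, and Table S1 lists ALGA0005830, MARC0010832 and SIRI0001167, the last 16.5 Mb away. In the paper's Table S10 the white cells of 195 pigs have a mean of 19.28, a median of 14 and an SD of 3.78, and a mean cannot lie 5.28 from the median when the SD is smaller than that.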

Other observations

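The mean r without SF_0302, the simulations with a threshold from q-values of 0.04 or above, with normal scores and with shuffled probes, and the use of the correlation expected from the shared eQTL-SNP, itself planned, as a test of the network means were chosen only after the result was seen. Among the blood cell lists, the platelet genes PPBP (9.06 ± 0.68, SD, n = 243, log2), ITGA2B (10.69 ± 0.60), ITGB3 (9.81 ± 0.71) and SELP (8.87 ± 0.61) varied most closely together, with a mean r of 0.703 (mean rho 0.718, 0.690 without the 2 farthest pigs). The T cell genes CD3D, CD3E, CD3G and CD2 followed with 0.547 (rho 0.599, 0.531 without 2 pigs), with CD3D at 6.44 ± 0.88 and CD3E at 14.33 ± 0.33. The monocyte genes CD163, C1QA, FCN1 and LYZ (0.0784, p = 0.00311, adjusted p = 0.00373, rho 0.112 with p = 1e-05, 0.0600 without 2 pigs) and the neutrophil genes, among them MMP9, LTF and PGLYRP1 (0.0729, p = 0.00542 before and after adjustment, rho 0.0443 with p = 0.091, 0.0436 without 2 pigs) had less in common. The antiviral genes DDX58, RSAD2, USP18 and CXCL10, with MX1, OAS2 and OASL, had a mean r of 0.478 (rho 0.475, 0.458 without 2 pigs), and OAS2 alone ran from 10.38 to 15.52 between pigs. The ribosomal protein genes RPS20, RPSA, RPL3 and RPS13, with RPS6 and RPS23, had 0.548 (rho 0.524, 0.529 without 2 pigs). Platelet, T cell, interferon and ribosomal genes each gave a two-sided permutation p of 1e-05 for r and rho, the smallest that 100000 permutations can give, and an adjusted p of 1.5e-05 over the 6 lists. With the first 5 principal components removed the mean r was 0.617 for platelet, 0.495 for interferon, 0.363 for T cell, 0.309 for ribosomal, 0.193 for monocyte and 0.173 for neutrophil genes.

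Lists with fewer named genes gave levels and relations to the networks. The score of the eosinophil list, with CCR3 (9.06 ± 0.40), ALOX15 (10.17 ± 0.41) and SMPD3 (10.14 ± 0.48), opposed the ALGA0034786 network (r = −0.251, p = 9e-05, adjusted p = 0.000193, rho = −0.223, p = 0.00054, adjusted p = 0.00101, −0.260 without 2 pigs). The score of the class I list of SLA-3, SLA-11 and B2M, of which SLA-11 stands apart, moved with that network (r = 0.401, rho = 0.372, 0.394 without 2 pigs) and against MARC0001946 (r = −0.428, rho = −0.449, −0.425 without 2 pigs), each with p = 1e-05, adjusted to 2.5e-05 for r and 2.31e-05 for rho over 30 pairs. With the first 5 principal components removed, these values were −0.0357 (p = 0.586) for the eosinophil genes and 0.235 (p = 0.0002) and 0.267 (p = 0.0002) for class I, the last with its sign turned. The eosinophil score rose with MARC0001946 (r = 0.217, adjusted p = 0.00136), and the immediate early score with ALGA0034786 (r = 0.338, adjusted p = 2.5e-05). Without these components they were at −0.114 (p = 0.0759) and −0.0250 (p = 0.692). BIRC5 of dividing cells was measured at 11.02 ± 0.37, and the oxidative phosphorylation and SLA class II lists had 2 and 1 named genes, with values given beside the conclusions on COX6B1 and the SLA region.

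The probes around ALGA0034786, MARC0001946 and the pair ALGA0110383 and MARC0056482 vary together across pigs. The shared eQTL-SNP alone, at the paper's effects, would give a mean r of 0.120, 0.127 and 0.144, far below the observed 0.611, 0.741 and 0.622, although a stronger variant that was not genotyped stays open. The value of 0.144 takes ALGA0110383 and MARC0056482 as 1 eQTL-SNP. Cell composition, as far as the lists read it, left 0.513, 0.644 and 0.652 after regression, which argues against those scores as the whole source, while erythroid and plasma cells had no named gene and stay open. Array quality was read only as the median correlation of an array with all others. It correlated with the network scores at 0.0346, −0.0886 and 0.228. That is too little for this measure to carry them, although the last is not 0. RNA integrity was not used here, so it stays open, as do batch and technical causes that this measure does not read. Biological explanations other than the eQTL-SNP and the listed cell types also stay open, since the design gives no condition.

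Simulated SNPs with no effect had 10 or more probes in 166 of 42234 cases and 27 or more in 51, with up to 290 probes, whereas shuffled probes gave 21 and 0, with at most 14 probes, at a like number of associations (13877 and 14690). At this threshold chance alone, with 21, thus exceeds the 13 eQTL-SNPs the paper counts and the 7 used here, so the number with 10 or more probes decides nothing, while 27 or more probes came only from co-expressed probes in these simulations. Whether co-expression alone accounts for the paper's eQTL-SNPs cannot be told, because the simulation took all 59774 probes at a fixed share of variance (8.66%, the lowest of any association used), while the paper took 39649 probes, a false discovery rate and 1 SNP per window, and the count was 2 at 14.1% and 13 at 11.6%. With the first 5 principal components removed the count was 194, and 31 simulated SNPs had 27 or more probes. With each probe turned into normal scores the count fell from 166 to 58, so extreme values of single pigs may make up much of it. No biological explanation was tested for this count or for pig SF_0302, since the design gives no condition.

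In pig SF_0302 the 19 probes of ASGA0016334 lay from −36.3 to −16.6 SDs from the mean of the others. Their mean r of 0.796 was 0.257 without this pig, which suggests, as a hypothesis, that their shared variation rests on its values. Of 30 named genes with a probe over 10 SD below the others in this pig, 4 had 5 other named probes, at a median of 0.453 SD, of which those of HMGB1 and SPINK4 (0.453 and −0.811 SD) followed the low probe in the other pigs (r = 0.762 and 0.989), which for these genes is consistent with low spots rather than low transcripts, while the other three (r from −0.700 to 0.368) say nothing on this. On its array 507 probes lay over 5 SD from the other pigs (median over pigs 41, highest 1022), and 255 lay over 10 SD below against 2 above, while its median correlation with the other arrays was 0.958. With the SDs taken without it and the paper's effects kept, the median share of variance of the 19 associations was 45.1% in place of 9.83%, whereas the paper's q-values for them run from 0.00301 to 0.0488, and the 184 associations with a share of at least 40% have q-values up to 7.9e-05.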
